# Investigation of parenteral nutrition-induced hepatotoxicity using human liver spheroid co-cultures

**DOI:** 10.1007/s00204-024-03773-8

**Published:** 2024-05-14

**Authors:** Milos Mihajlovic, Sybren De Boever, Andrés Tabernilla, Ellen Callewaert, Julen Sanz-Serrano, Anouk Verhoeven, Amy Maerten, Zenzi Rosseel, Elisabeth De Waele, Mathieu Vinken

**Keywords:** Total parenteral nutrition, Intestinal failure-associated liver disease, Liver spheroid co-culture, RNA sequencing, Liver toxicity

## Abstract

Parenteral nutrition (PN) is typically administered to individuals with gastrointestinal dysfunction, a contraindication for enteral feeding, and a need for nutritional therapy. When PN is the only energy source in patients, it is defined as total parenteral nutrition (TPN). TPN is a life-saving approach for different patient populations, both in infants and adults. However, despite numerous benefits, TPN can cause adverse effects, including metabolic disorders and liver injury. TPN-associated liver injury, known as intestinal failure-associated liver disease (IFALD), represents a significant problem affecting up to 90% of individuals receiving TPN. IFALD pathogenesis is complex, depending on the TPN components as well as on the patient’s medical conditions. Despite numerous animal studies and clinical observations, the molecular mechanisms driving IFALD remain largely unknown. The present study was set up to elucidate the mechanisms underlying IFALD. For this purpose, human liver spheroid co-cultures were treated with a TPN mixture, followed by RNA sequencing analysis. Subsequently, following exposure to TPN and its single nutritional components, several key events of liver injury, including mitochondrial dysfunction, endoplasmic reticulum stress, oxidative stress, apoptosis, and lipid accumulation (steatosis), were studied using various techniques. It was found that prolonged exposure to TPN substantially changes the transcriptome profile of liver spheroids and affects multiple metabolic and signaling pathways contributing to liver injury. Moreover, TPN and its main components, especially lipid emulsion, induce changes in all key events measured and trigger steatosis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00204-024-03773-8.

## Introduction

Parenteral nutrition (PN) is a form of artificial nutrition serving as a life-saving approach for various malnourishment-associated conditions and diseases. PN consists of a mixture of lipid emulsions, carbohydrates, amino acids, vitamins, minerals, electrolytes, and trace elements, which is delivered intravenously to patients with impaired gastrointestinal function and/or not suitable for enteral feeding (Berlana 2022). Indications for PN include gastrointestinal obstruction and motility disorders, short bowel syndrome, malignancies, hypercatabolic states, as well as premature birth, among others (Berger and Pichard 2022). PN can be administered via a smaller peripheral vein (peripheral PN) or through a large central vein (central PN) and can be applied as a short-term as well as a long-term treatment (Berlana 2022). When intravenously administered PN is the only source of energy, it is defined as total parenteral nutrition (TPN), as opposed to supplemental parenteral nutrition indicating a combination of intravenous nutrition with oral or enteral nutrition used to avoid energy deficits (Berger et al. 2022; Berlana 2022). Despite the evident benefits, TPN treatment can cause health complications with potentially fatal outcomes. Besides problems related to venous access and catheter site infections, distinct adverse effects linked to the nutrition and metabolic conditions of the patients can manifest, including hyperglycemia, dehydration, electrolyte imbalance, thrombosis, encephalopathy, bone disorders, and liver injury (Sobotka and Camilo 2009; Berlana 2022). The latter, which is commonly known as PN-associated liver disease or intestinal failure-associated liver disease (IFALD), is one of such complications occurring during TPN treatment (Lal et al. 2018). In the context of IFALD, liver injury is usually manifested as steatosis, cholestasis, or a combination of both conditions. The incidence of IFALD in patients receiving TPN can be as high as 90%, depending on the underlying conditions (Kumpf 2006; Lakananurak and Tienchai 2019; Bischoff et al. 2020; Weylandt et al. 2023). In extreme cases of long-term TPN, end-stage liver disease might occur with a rather high mortality rate of up to 34% within 4 years (Chan et al. 1999; Cavicchi et al. 2000). The main risk factors linked to disease development are patient related (i.e., lack of enteral feeding, gut dysbiosis, and infections) and PN related (i.e*.,* caloric overload, intravenous lipid emulsion composition, and (micro)nutrient deficiency or excessive administration) (Lakananurak and Tienchai 2019; Lee et al. 2020).

Although several mechanisms have been proposed, the pathogenesis of IFALD is not yet fully understood and warrants further investigation. Some of the most studied TPN-related mechanisms are those associated with the composition of lipid emulsions and subsequent lipotoxicity (Driscoll 2023). In this respect, the omega-6 to omega-3 fatty acids ratio and the amount of plant-derived phytosterols, especially high in soybean-based lipid emulsions, are of particular importance. While a high omega-6 to omega-3 fatty acid ratio promotes inflammation, a high abundance of phytosterols can affect bile acid metabolism (Zaloga 2015; Notz et al. 2022; Driscoll 2023). Consequently, intravenously administered lipids can cause both hepatic steatosis and cholestasis (Driscoll 2023). In addition, lipid overload can trigger severe saturated free fatty acids-mediated lipotoxicity, which is driven by mitochondrial oxidative stress, endoplasmic reticulum (ER) stress, activation of pro-inflammatory signaling cascades, and apoptosis (Cazanave and Gores 2010). Similarly, excessive glucose infusion may compromise mitochondrial fatty acid beta-oxidation and promote hepatic de novo lipogenesis, hence contributing to steatosis (Gabe and Culkin 2010; Kovacic and Somanathan 2013). Additional mechanisms involved in glucose toxicity are oxidative stress and inflammation (Kovacic and Somanathan 2013). Micronutrients (i.e*.,* manganese and copper) have been proposed to inflict liver damage secondary to mitochondrial dysfunction, oxidative stress, disruption in intracellular calcium and iron metabolism, inflammation, protein misfolding, ER stress, and apoptosis (Howard et al. 2007; Olson et al. 2019; Chandra and Keshavkant 2021; Pajarillo et al. 2022).

Thus far, IFALD has been mainly investigated in clinical patients and animal experimentation. Despite providing crucial insight into pathophysiology, clinical studies are often conducted in patients with underlying pathological conditions, which challenges the distinction between driving mechanisms and causes (Zafirovska et al. 2023; Tabone et al. 2024). TPN-related animal research has primarily focused on the use of surgical and preterm rodent and pig models, which has provided critical findings on pathophysiological processes underlying liver injury in the context of IFALD (Sangild et al. 2014; Burrin et al. 2020). Although useful, the translational value of such animal studies is questionable given well-known interspecies differences (Martić-Kehl et al. 2012). The shortcomings of clinical research and animal experimentation in the IFALD field could be overcome, at least in part, by the use of human-centered in vitro systems that allow in-depth investigation at the mechanistic level (Soldatow et al. 2013; Serras et al. 2021; Yang et al. 2023). In the present study, a three-dimensional (3D) spheroid co-culture system consisting of both human parenchymal and non-parenchymal liver cells was used to elucidate the mechanisms of TPN-associated liver injury.

## Materials and methods

### Chemicals and reagents

Unless stated otherwise, all chemicals and reagents were purchased from Sigma-Aldrich (St. Louis, MO, USA), prepared and used according to the manufacturer’s instructions. CELLSTAR^®^ culture 96-well ultra-low attachment (ULA) plates were obtained from Greiner Bio-One (Frickenhausen, Germany). Parenteral nutrition SmofKabiven^®^, trace elements concentrate Addaven^®^, liposoluble vitamins Vitalipid^®^ Novum Adult, and water-soluble vitamins Soluvit^®^ Novum, all produced by Fresenius Kabi (Kriens, Switzerland), were kindly provided by the Department of Clinical Nutrition of the Universitair Ziekenhuis Brussel (Brussels, Belgium).

### Cell culture and human liver spheroid co-culture characterization

Human liver spheroid co-cultures were set up using C3A cells, a clonal derivative of the human hepatoma HepG2 cell line (CRL-10741, ATCC, Manassas, VA, USA), and LX-2 cells, an immortalized activated human hepatic stellate cell (HSC) line (SCC064, Sigma-Aldrich). C3A and LX-2 cells were cultured in minimum essential medium (MEM) (Gibco, Waltham, MA, USA) supplemented with 1 mM sodium pyruvate, 1% non-essential amino acids (Gibco), 10% fetal bovine serum (Gibco), 100 U/ml penicillin, and 100 μg/ml streptomycin at 37 °C, at 5% (v/v) CO_2_. As schematically shown in Fig. 1A, liver spheroids were generated by seeding C3A and LX-2 cells at a ratio of 10:1 (500 C3A cells/well and 50 LX-2 cells/well in a total volume of 100 μL; day 0) on 96-well ULA plates for 72 h under gentle shaking, as described previously (Dos Santos et al. 2023). Spheroid growth over time was monitored by taking images using a Nikon Eclipse Ti-S microscope (Nikon, Tokyo, Japan) with a 10 × objective. Spheroid area, sphericity, and contours were determined by manually tracing the outlines of spheroids’ edges in ImageJ (version 1.54d; National Institutes of Health, Bethesda, MD, USA) from bright-field images taken from at least 25 spheroids on day 3 and day 9 following cell seeding. The spheroid area was extracted from the corresponding built-in measure. The spheroid sphericity was defined and calculated as the ratio of the circumference of a perfect circle with an area identical to that of the spheroid and the circumference of the spheroid itself. Spheroid contours were extracted as *XY*-coordinates in ImageJ and overlays of individual contours were prepared in R (version 4.2.0).

**Fig. 1:**
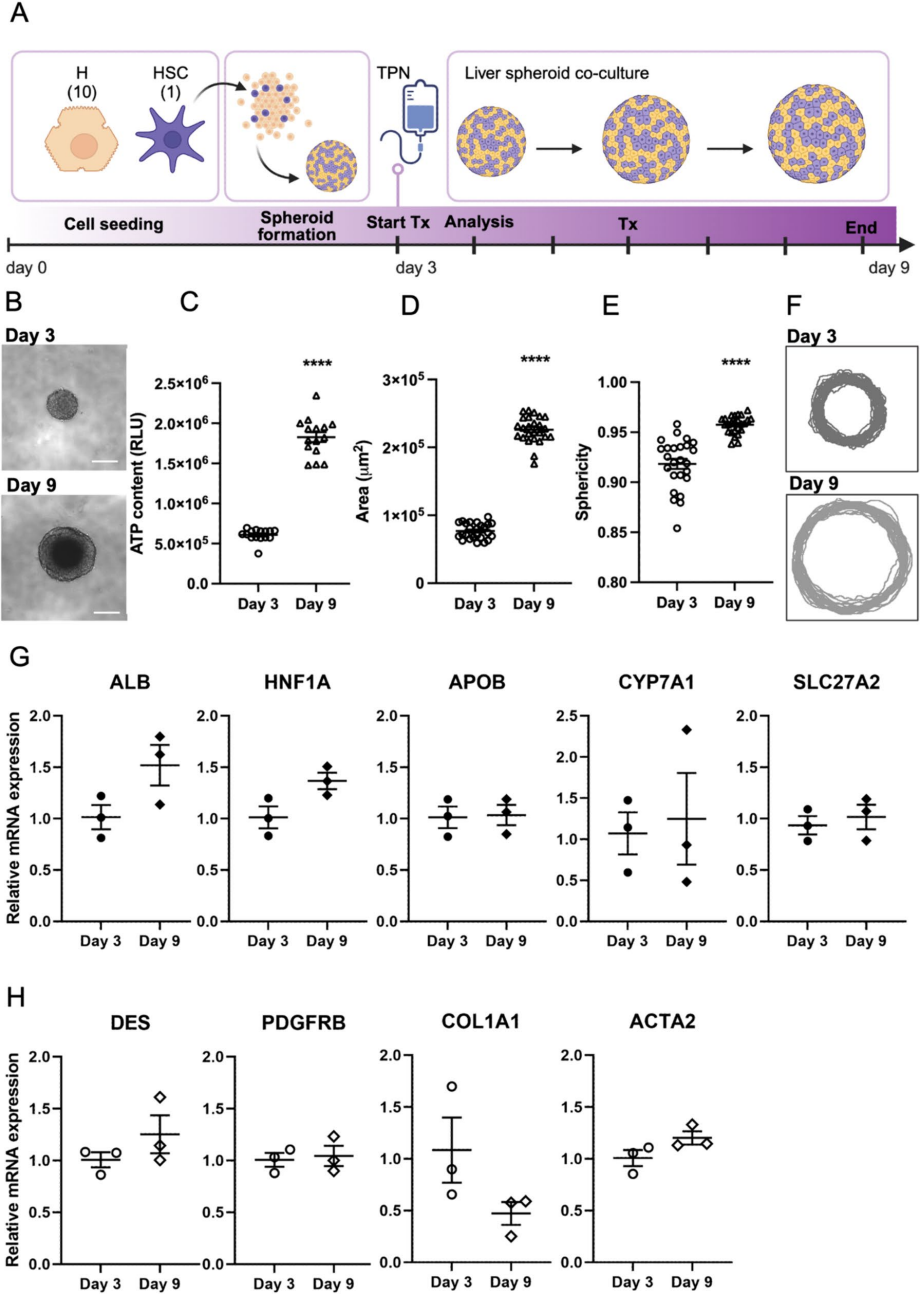
Generation and characterization of human liver spheroid co-cultures. **A** Schematic representation of the experimental setup. **B** Bright-field images of spheroids on day 3 (beginning of the treatment) and day 9 (end of the longest treatment); scale bar = 250 μm. **C** ATP content on day 3 and day 9. **D** Area of spheroids on day 3 and day 9. **E** Sphericity of spheroids on day 3 and day 9. **F** Overlapped contour outlining of spheroids edges on day 3 and day 9 of culture. **G** Relative mRNA expression levels of hepatocyte markers. **H** Relative mRNA expression levels of hepatic stellate cell markers. *H* hepatocyte, *HSC* hepatic stellate cell, *TPN* total parenteral nutrition, *Tx* treatment, *ALB* albumin, *HNF1A* hepatocyte nuclear factor-1 alpha, *APOB* apolipoprotein B, *CYP7A1* cytochrome P450 7A1, *SLC27A2* long-chain fatty acid transport protein 2, *DES* desmin, *PDGFRB* platelet-derived growth factor receptor beta, *COL1A1* alpha-1 type I collagen, *ACTA2* smooth muscle α-actin. Data are derived from three independent experiments and expressed as mean ± SEM. Statistical analysis was done using unpaired *t* test

### Cell exposure to TPN and its single components

A sterile three-chamber bag of SmofKabiven^®^ parenteral nutrition (1497 mL), containing amino acid solution with electrolytes (750 mL), glucose (446 mL; 2.33 M), and lipid emulsion (281 mL), as well as trace elements concentrate Addaven^®^ (10 mL), and vitamins preparations Vitalipid^®^ Novum Adult and Soluvit^®^ Novum (10 mL) was prepared according to the manufacturer’s instructions and used for cell culture experiments. The TPN mixture prepared for in vitro testing reflects the quantity and ratios of all single components contained in a final mixture preparation used in clinical settings (Table 1). Starting from day 3 following cell seeding, human liver spheroid co-cultures were exposed to TPN and its components for a variable period, ranging from 24 to 144 h (Fig. 1A). MEM cell culture medium was used to prepare different concentrations of TPN and its single components.

**Table 1:** Concentrations of total parenteral nutrition and its components used for exposure of co-culture liver spheroids

Component	Abbreviation	Amount per bag in mL (%)	In vitro testing concentration range (%)
Total parenteral nutrition	TPN	1497 (100)	0.1–1–5–25–50
Amino acids and electrolytes	AAE	750 (50.1)	0.05–0.5–2.5–12.5–25
Glucose	G	446 (29.8)	0.03–0.3–1.5–7.5–15
Lipid emulsion	L	281 (18.8)	0.02–0.2–0.95–4.75–9.5
Addaven^®^ (trace elements)	TE	10 (0.67)	0.00067–0.0067–0.03–0.17–0.33
Vitalipid^®^ Novum Adult + Soluvit^®^ Novum (vitamins)	VIT	10 (0.67)	0.00067–0.0067–0.03–0.17–0.33

### Cell viability

Human liver spheroid co-cultures were exposed to TPN and its single components for 24, 48, 72, and 144 h. Cell viability was determined by measuring the total adenosine triphosphate (ATP) content using the CellTiter-Glo^®^ 3D Cell Viability Assay (G9682, Promega, Leiden, Netherlands) and by following manufacturer’s instructions. Briefly, 70 μL of cell culture medium per well was removed, 30 μL of Cell TiterGlo^®^ 3D reagent was added, and the spheroids were lysed by pipetting up and down vigorously. Following a 20-min incubation at 37 °C in the dark, 50 μL per well of the mixture lysate was transferred to a white plate (Lumitrac, Greiner Bio-One GmbH, Frickenhausen, Germany) and the bioluminescence signal was measured using SpectraMax iD3 Multi-Mode Reader (Molecular Devices, San Jose, CA, USA). At least 3 human liver spheroids per treatment condition and 15 for growth assessment over time were used to measure the total ATP.

### RNA extraction, cDNA synthesis, and real-time RT-qPCR analysis

Total RNA from approximately 65 human liver spheroids cultured for 3 days and 9 days (time points corresponding to the start of the treatments and the longest treatment duration, respectively) was isolated using the RNeasy Mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions and quantified using the NanoDrop^®^ ND-1000 spectrophotometer (ThermoFisher Scientific, Merelbeke, Belgium). The synthesis of complementary DNA (cDNA) was performed using 800 ng of total mRNA per sample and by means of the iScriptTM Reverse Transcription Supermix (Bio-Rad, Temse, Belgium). Real-time reverse transcription quantitative polymerase chain reaction (RT-qPCR) analysis was performed using 10 ng of cDNA, Taqman^®^ Fast Advanced Mastermix (Applied Biosystems, Waltham, MA, USA) and Taqman probes (*ALB*, Hs00609411_m1; *HNF1A*, Hs00167041_m1; *APOB*, Hs00181142_m1; *CYP7A1*, Hs00167982_m1; *SLC27A2*, Hs00167982_m1; *DES*, Hs00157258_m1; *PDGFRB*, Hs01019589_m1; *COL1A1*, Hs00164004_m1; *ACTA2*, Hs00426835_g1; *HPRT1*, Hs02800695_m1), following manufacturer’s instructions and using StepOnePlus™ real-time PCR system (Applied Biosystems, Waltham, MA, USA). Relative mRNA expression levels were calculated according to the Pfaffl method (Pfaffl 2001). *HPRT1* was used as a housekeeping gene for normalization purposes.

### RNA sequencing and transcriptome analysis

Total RNA from approximately 65 human liver spheroid co-cultures treated with 1% TPN for 24 and 144 h was extracted employing the RNeasy Mini kit (Qiagen), and only the RNA samples of high quality (RNA integrity number > 7.0) as measured using the 4150 TapeStation (Agilent Technologies, Santa Clara, CA, USA) were used. Library preparation and RNA sequencing were performed with BGI Genomics (Hong Kong, China) using DNBSEQ™ sequencing technology, as previously described (Drmanac et al. 2010). Sequence reads were checked for quality and filtered using SOAPnuke software (v1.5.2; BGI Genomics) (Cock et al. 2010; Chen et al. 2018b). The filtered clean reads were aligned to the reference human genome assembly GRCh38.p13 (version GCF_000001405.39_GRCh38.p13) using HISAT2 software (v2.0.4) and mapped to the reference transcripts using Bowtie2 software (v2.2.5), and the gene expression level of each sample was calculated using RSEM (v1.2.8) (Li and Dewey 2011; Langmead and Salzberg 2012). Differential gene expression (DEG) analysis was performed using the DESeq2 analysis method (Love et al. 2014). Transcripts with a log_2_-transformed gene expression fold change |log_2_(FC)|> 0.58 and adjusted *p* value (*Q* value) < 0.05 were deemed significantly differentially expressed. The Kyoto Encyclopedia of Genes and Genomes (KEGG) was used to perform the enrichment analysis of DEGs (Kanehisa 2000).

### Mitochondrial membrane potential detection

Liver spheroid co-cultures were exposed to TPN and its single components for 24 and 144 h. Mitochondrial membrane potential (MMP, ΔΨ_M_) was assessed using the cationic Rhodamine 123 probe (Ex/Em = 505/534 nm), accumulating in the negatively charged mitochondrial matrix, to stain liver spheroid co-cultures, as explained elsewhere (Dos Santos et al. 2023). The dye accumulation is inversely proportional to MMP. Briefly, after 24- or 144-h exposure to TPN and its single components, 8–12 human liver spheroid co-cultures were pooled, gently disaggregated into single-cell suspension using TrypLE™ Express (Gibco, Waltham, MA, USA), and, by pipetting up and down, washed with phosphate-buffered saline (PBS) and incubated with Rhodamine 123 (1.25 μM) for 30 min at 37 °C in the dark. Subsequently, cells were washed and resuspended in PBS and analyzed using Attune Acoustic Focusing Cytometer (Life Technologies, Carlsbad, CA, USA). Measured fluorescence was used to quantify relative MMP normalized against untreated control. As a positive control, human liver spheroid co-cultures exposed to carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP) (20 μM) for 72 h were used (Sakamuru et al. 2016; Dos Santos et al. 2023).

### ER stress detection

Liver spheroid co-cultures were exposed to TPN and its single components for 24 and 144 h. ER stress was determined using thioflavin T (ThT; Ex/Em = 440/490 nm) to quantify intracellular protein aggregates (Verwilst et al. 2019; Dos Santos et al. 2023). Following exposure to TPN and its single components for 24 or 144 h, at least eight human liver spheroid co-cultures were pooled, gently disaggregated into single-cell suspension using TrypLE™ Express, and, by pipetting up and down, washed with PBS and stained with ThT (15 μM). Following 30 min of incubation at 37 °C in the dark, the suspension of single cells was washed once, resuspended in PBS and analyzed using the Attune Acoustic Focusing Cytometer. Detected fluorescence was used to quantify relative protein aggregates, and therefore ER stress, normalized against untreated control. Thapsigargin (Tg; 10 μM) treatment of human liver spheroid co-cultures for 72 h was used as a positive control (Lindner et al. 2020; Dos Santos et al. 2023).

### Intracellular reactive oxygen species detection

Intracellular reactive oxygen species (ROS) levels were measured using chloromethyl-2′,7′-dichlorofluorescein diacetate (CM-H_2_DCFDA; Invitrogen, Carlsbad, CA, USA), according to the manufacturer’s instructions. In short, after 2 h of exposure to TPN and its single components, human liver spheroid co-cultures were washed with PBS and stained with CM-H_2_DCFDA (10 μM). Following incubation of 25 min at 37 °C in the dark, human liver spheroid co-cultures were washed with PBS and lysed using 1% Triton X-100. A 100 μL of lysate per sample was transferred to a black 96 well-plate and the fluorescence signal was measured using SpectraMax iD3 Multi-Mode Reader (Ex/Em = 492/518 nm). Fluorescence values recorded were used to quantify relative intracellular ROS against untreated control. Human liver spheroid co-cultures exposed to menadione (100 μM) for 2 h were used as a positive control for ROS assessment (Criddle et al. 2006). At least six human liver spheroids per condition were used to measure the ROS levels.

### Apoptosis analysis

Liver spheroid co-cultures were exposed to TPN and its single components for 144 h. Apoptotic cells were detected using eBioscience™ Annexin V apoptosis detection kit (Invitrogen, Waltham, MA, USA) according to the manufacturer’s instructions. Following 144 h exposure to TPN, 12 human liver spheroid co-cultures per sample were pooled, washed with PBS, and gently disaggregated into single-cell suspension using TrypLE™ Express and by pipetting up and down. Subsequently, cells were washed with binding buffer and stained with FITC-conjugated annexin V. Following a 15-min incubation at room temperature in the dark, cells were washed with binding buffer, stained with propidium iodide (PI), and analyzed using Attune Acoustic Focusing Cytometer. Analyzed cells were expressed as a percentage of apoptotic cells (Annexin V^+^PI^−/+^). Human liver spheroid co-cultures exposed to camptothecin (CPT; 10 μM) for 48 h were used as a positive control for apoptosis assessment (Traganos et al. 1996; Dos Santos et al. 2023).

### Intracellular lipid accumulation detection using flow cytometry

Liver spheroid co-cultures were exposed to TPN and its single components for 24 and 144 h. Intracellular lipid accumulation in human liver spheroid co-cultures was quantified using BODIPY™ 493/503 neutral lipid dye and flow cytometry (Boeckmans et al. 2020). Briefly, following 24 or 144 h of exposure to TPN and its single components, at least eight human liver spheroid co-cultures were pooled, gently disaggregated into single-cell suspension using TrypLE™ Express, and, by pipetting up and down, washed with PBS and stained with BODIPY™ 493/503 neutral lipid dye (Thermo Fisher Scientific, Merelbeke, Belgium) (2 μM). Following 10 min of incubation at 37 °C in the dark, the suspension of single cells was analyzed using the Attune Acoustic Focusing Cytometer. Detected fluorescence was used to quantify intracellular lipid accumulation, normalized against untreated control. Spheroids treated with valproic acid sodium salt (VPA; 5 mM) for 48 h were used as a positive control (Bai et al. 2017).

### Fluorescent staining of intracellular lipids

Liver spheroid co-cultures were exposed to either TPN (5%) or lipid emulsion (0.95%) for 144 h and VPA (5 mM) for 48 h. To stain intracellular lipids, at least six human liver spheroid co-cultures per sample were pooled and washed briefly with PBS. Subsequently, human liver spheroid co-cultures were fixed with 4% (w/v) paraformaldehyde for at least 30 min at room temperature and thoroughly washed with PBS for 5 min. Next, spheroids were quickly embedded into a PolyFreeze tissue freezing medium and stored for 2 h at − 20 °C. Spheroid-containing solid frozen blocks were then sliced using a cryotome (MICROM GmbH HM 525, Walldorf, Germany). The obtained sections of 16 μm thickness were placed onto a microscope slide (SuperFrost^®^Plus, VWR, Leuven, Belgium) and immediately used for fluorescent staining. Following a short washing with PBS (5 min), sections were incubated with 2 μM BODIPY™ 493/503 neutral lipid dye (Thermo Fisher Scientific, Merelbeke, Belgium) for 15 min at room temperature in the dark, washed with PBS for 5 min, and imaged using a Nikon Eclipse Ti-S microscope with a 10 × objective.

### Data analysis

All data are presented as mean ± standard error of the mean (SEM). Statistical analysis was performed using one-way analysis of variance (ANOVA) followed by Dunnett’s multiple comparison test or an unpaired *t* test. A *p* value < 0.05 was considered significant. GraphPad Prism (version 10.1.1; GraphPad Software Inc., La Jolla, CA, USA) was used for statistical analysis. All experiments were repeated independently at least three times.

## Results

### Human liver spheroid co-culture establishment and characterization

Human liver spheroid co-cultures were successfully generated using 500 C3A cells and 50 LX-2 cells in a ratio of 10 to 1 cultured on ULA plates for 72 h (3 days). The average diameter of each spheroid after 3 days of culture, which corresponds to the starting point for TPN treatment, was approximately 200 μm, while the size of the growing spheroids reached approximately 500 μm in diameter after 9 days of culture, corresponding to the longest TPN exposure time of 144 h (Fig. 1A, B). ATP content and spheroid area measured on day 3 and day 9 of the culture period showed growth over time (Fig. 1C, D) with sustained sphericity (Fig. 1E, F). Moreover, the expression of typical markers of hepatocytes (Fig. 1G) and HSCs (Fig. 1H) remained stable over time suggesting that both cell types preserve their function in the 3D spheroid configuration. The expression levels of the housekeeping gene HPRT1 used for normalization were stable and did not change over time (Fig. S1).

### Effect of TPN exposure on cell viability

To assess the effect of TPN on cell viability, the ATP assay was performed following different exposure times ranging from 24 to 144 h. Concentrations of up to 1% of TPN did not affect cell viability regardless of the exposure time (Fig. 2A). A concentration of 5% caused a reduction in cell viability of around 25% only after 144 h of treatment. Concentrations of 25% and 50% appeared to be highly toxic, since cell viability was reduced by 50%-100% in a time- and concentration-dependent manner. The solution of amino acids and electrolytes also appeared to have no effect up to 2.5% at all exposure times tested, while concentrations of 12.5% and 25% caused a time-dependent reduction of cell viability by 40%-80% (Fig. 2B). Exposure to increasing concentrations of glucose confirmed that the two highest concentrations (7.5% and 15%) were cytotoxic, especially after 72 and 144 h of treatment, with a drop in cell viability by 30%–85% (Fig. 2C). A reduction of cell viability of approximately 25% was observed for 1.5% glucose after 144 h of exposure. Lipids appear to have no effect for short-term exposures of 24–48 h (Fig. 2D). At higher exposure times (144 h), there was a reduction of cell viability starting from a 15% reduction at the concentration of 0.2% of lipids, and reaching a 60% reduction of cell viability at lipids concentration of 9.5%. Both trace elements (Fig. 2E) and vitamins (Fig. 2F) did not significantly affect cell viability at any of the concentrations and exposure times tested.

**Fig. 2:**
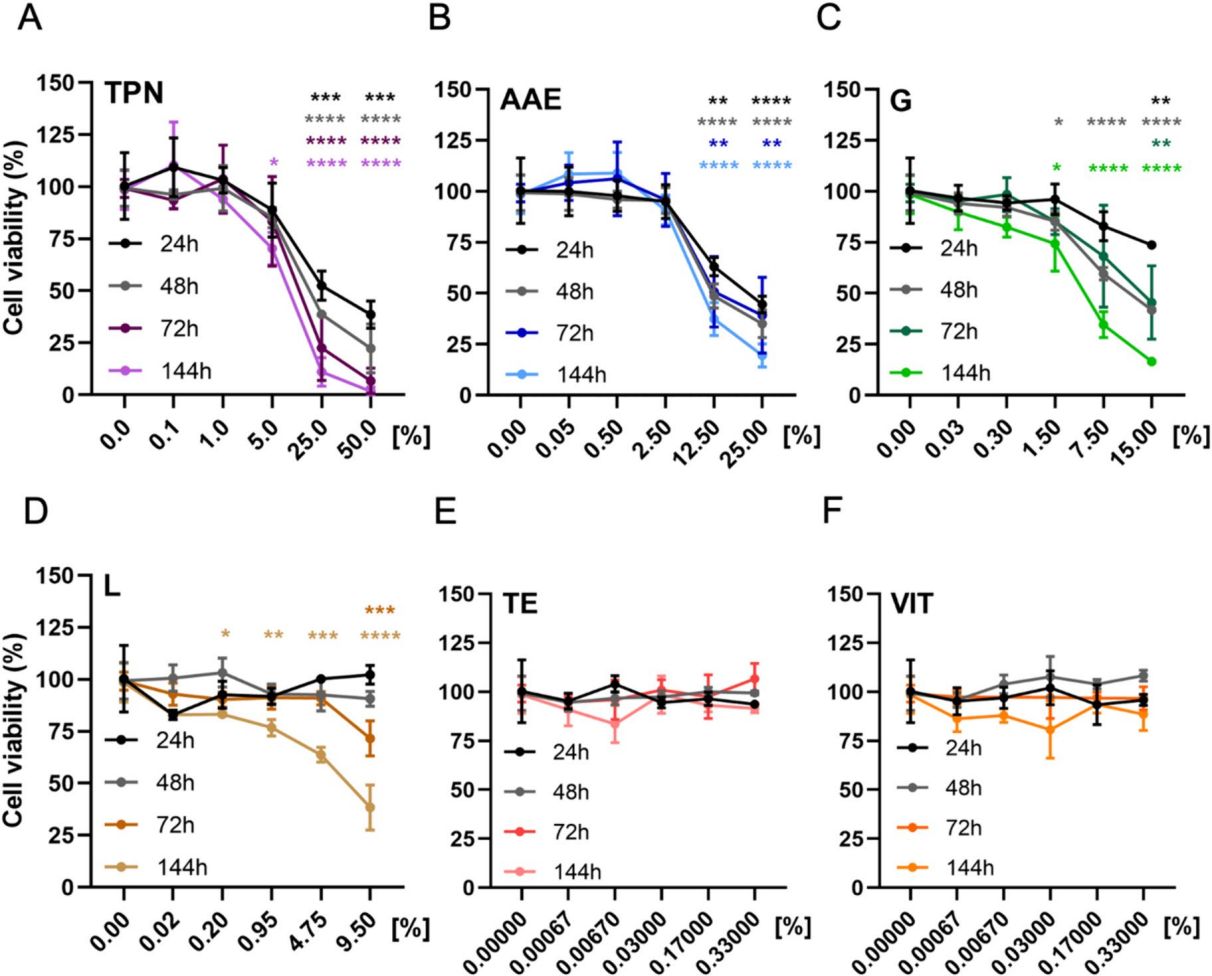
The effect of TPN and its main components on cell viability of human liver spheroid co-cultures. The effect of **A** total parenteral nutrition, **B** amino acids and electrolytes, **C** glucose, **D** lipid emulsion, **E** trace elements, and **F** vitamins, after 24, 48, 72, and 144 h of exposure. *TPN* total parenteral nutrition, *AAE* amino acids and electrolytes, *G* glucose, *L* lipid emulsion, *TE* trace elements, *VIT* vitamins. Data are derived from three independent experiments performed in triplicate and expressed as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 (1-way ANOVA followed by Dunnett’s multiple comparison test, using untreated cells at a corresponding exposure time as a control)

### Effect of short-term and long-term TPN exposure on the liver spheroid transcriptome

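Human liver spheroid co-cultures were sequenced in 12 libraries, 3 for each of 4 groups, which were untreated spheroids and spheroids exposed to 1% TPN for 24 h (day 4 of culture) or 144 h (day 9). C3A cells, a hepatocyte-like clone of the HepG2 hepatoma line, were seeded at 500 per well with 50 LX-2 cells, a line derived from hepatic stellate cells, and approximately 65 spheroids were pooled for each library. TPN stood for a clinical mixture of amino acids, electrolytes, glucose and lipid emulsion with added trace elements and vitamins. The authors filtered the reads, mapped them to GRCh38.p13 and calculated with RSEM the FPKM of each gene, a count of fragments scaled by transcript length and by the number of mapped fragments. The table of processed values lists 16705 genes, all typed as mRNA, under their NCBI gene numbers and symbols. The FPKM of a library summed to between 561657 and 583722, its 10 most abundant genes took 8.68% to 10.4% of that sum, and between 10936 and 11074 genes reached 1 FPKM. The paper's text states no read depth. Depth was therefore estimated from 41 short genes with low expression, in which the lowest step was taken as the value of 1 fragment. Genes were kept only if most of their nonzero values lay near whole multiples of that step. The share of 98.3% of the 237 nonzero FPKM values near such multiples is thus high by selection and does not test the steps. These steps gave an estimate of about 1.80e+07 fragments per library. By library the estimate ran from 1.76e+07 to 1.86e+07, with group medians of 1.80e+07 in untreated and in exposed spheroids at 24 h, 1.84e+07 in untreated spheroids at 144 h and 1.80e+07 in exposed spheroids at 144 h. It rests on the transcript lengths of GENCODE v44, which need not be those of the authors' reference. On a transcript of 2000 bases, 1 fragment was worth 0.0319 FPKM at that depth.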

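Expression was compared as log2(FPKM + 0.1) in the 11713 genes with a mean FPKM of at least 0.5 over the 12 libraries, which corresponds to 15.7 fragments on a transcript of 2000 bases. A single limma model held the 4 groups, and p values were adjusted by the Benjamini-Hochberg method. Limma was used because the values are FPKM and not read counts, whereas the paper's DEGs came from DESeq2. As in the paper, a DEG had an absolute log2 fold change above 0.58 and an adjusted p value below 0.05. The added 0.1 makes the log2 fold change of a gene with low FPKM smaller than the true change. The groups, tests, thresholds, gene lists and most of the alternative settings were fixed before the data were examined. Some of the gene lists, however, were read from nodes that the paper marks as DEGs in these same samples.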

RNA sequencing and transcriptomics analysis of human liver spheroid co-cultures exposed to 1% TPN for 24 and 144 h were performed to gain a deeper insight into molecular signatures and pathways most affected after short-term and long-term exposure to TPN. A concentration of 1% was selected based on the cell viability results and preliminary data of functionality assays, which suggested that at the concentration of 1% the effects of TPN could be detected, without compromising cell viability. 

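The Pearson correlation of log2(FPKM + 0.1) over the 11713 genes tested was computed for every combination of 2 libraries of one time point. At 24 h it averaged 0.995 among libraries of the same group (0.995 to 0.996) and 0.993 between an untreated and an exposed library (0.992 to 0.994). At 144 h the averages were 0.995 within groups (0.993 to 0.996) and 0.979 between groups (0.977 to 0.981). At neither time point did the ranges within and between groups overlap, and average-linkage clustering placed the 3 untreated and the 3 exposed libraries in separate branches. The alternative that moved these values most used only the 1000 genes with the highest variance. It gave averages of 0.974 within and 0.965 between groups at 24 h, where the ranges overlapped, and of 0.976 within and 0.920 between groups at 144 h, where they did not. In a principal component analysis, the first component held 71.5% of the variance and separated the libraries of 24 h from those of 144 h. The second component held 13.6%, and exposed libraries lay above untreated libraries on it at both time points.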

A heat map representation of DEGs showed that both untreated control samples and the TPN-exposed samples display similar expression patterns among each other both for 24- and 144-h exposure times (Fig. 3A, B). 

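Whether the effect of TPN differed between 24 h and 144 h was tested as an interaction, the log2 fold change at 144 h minus that at 24 h, in the limma model. This difference had an absolute value above 0.58 and an adjusted p value below 0.05 in 687 genes, of which 492 had the higher log2 fold change at 144 h and 195 the lower. Among the DEGs found at 24 h, 37 passed this test, and among those found at 144 h, 556 did. The interaction test was most sensitive to the filter on low expression among alternatives that kept both thresholds, with 282 genes when only those with a mean FPKM of at least 5 were tested. Without the fold-change threshold it gave 3565 genes, 1654 with the higher and 1911 with the lower log2 fold change at 144 h. Across the 11713 genes, which are not independent replicates, the log2 fold changes of the 2 time points had a Pearson correlation of 0.455, and 65.4% had the same sign. The libraries of the 2 time points have no sample in common. DEGs at both time points numbered 81, and 80 of these had the same sign at 24 h and 144 h. Of the 107 DEGs of 24 h, 66 had the larger log2 fold change in size at 144 h. Of the 1029 genes that were DEGs at 144 h only, 269 had an adjusted p value below 0.05 at 24 h in the same direction.

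**Figure D1:**
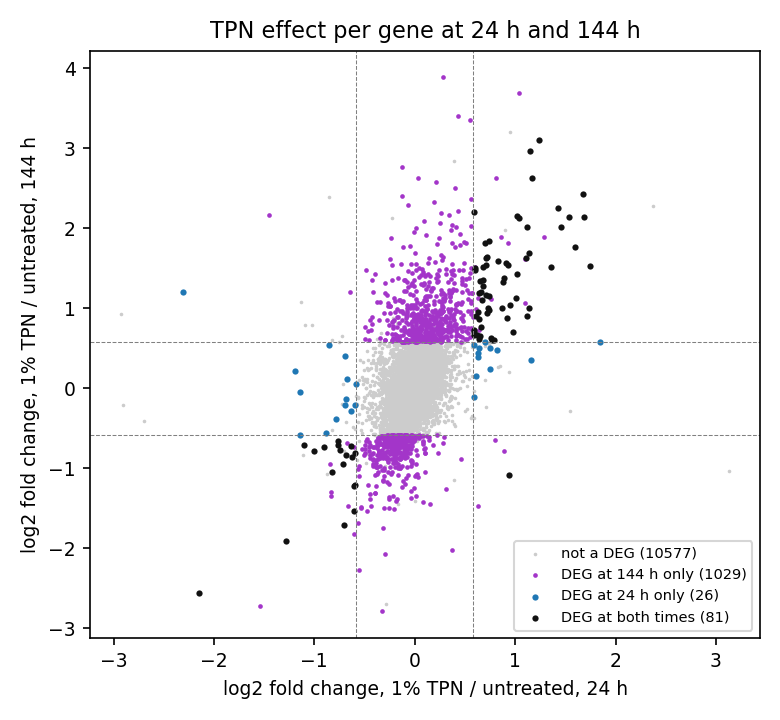
Log2 fold change of exposed over untreated spheroids at 144 h (vertical axis) against that at 24 h (horizontal axis), with 1 point for each of the 11713 genes tested and 3 libraries per group. Of the 81 genes that passed both thresholds at both time points, 80 lie in the quadrants where both log2 fold changes have the same sign.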

The numbers of DEGs were higher after 144 h of exposure compared to 24 h of exposure to TPN, indicating that the duration of exposure affects gene expression (Fig. 2C, D). 

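With limma on the FPKM values, 107 genes were DEGs after 24 h, 75 with higher and 32 with lower expression in exposed spheroids. After 144 h there were 1110 DEGs, 673 higher and 437 lower. The FPKM of the 3 exposed libraries all lay on one side of the 3 untreated libraries in 105 of the 107 and in 1084 of the 1110 DEGs. Over all genes tested, this separation held for 3497 genes at 24 h and 6713 at 144 h, where chance alone gives 10%. Without the fold-change threshold, 1230 and 6144 genes had an adjusted p value below 0.05. Of these, 590 rose and 640 fell at 24 h, and 2829 rose and 3315 fell at 144 h. More genes thus rose than fell only with the threshold. The median log2 fold change of all genes tested was -0.0045 at 24 h and -0.018 at 144 h. Among alternatives that kept both thresholds, the count at 24 h moved most with a pseudocount of 1, to 58 genes, and the count at 144 h with a mean FPKM of at least 5 required, to 523.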

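After 24 h the DEGs that rose most among those with separated groups were TIAF1, TRIM54, GCLM, SNCG and OSGIN1, with log2 fold changes of 1.85, 1.75, 1.69, 1.67 and 1.59. Of these, TIAF1, TRIM54 and SNCG had a mean FPKM below 1 in untreated spheroids, and SNCG ranged from 1.10 to 2.16 with single libraries left out. OSGIN1 (gene 29948, chromosome 16, 83953240 to 83966332) rose from 25.1 ± 1.05 to 75.9 ± 2.34 FPKM (mean ± SD, n = 3; standard error of the log2 fold change 0.044, limma adjusted p = 3.63e-11). HAMP (gene 57817, chromosome 19, 35282528 to 35285143), which encodes the iron hormone hepcidin, fell most, from 143 ± 11.3 to 32.4 ± 4.77 FPKM (log2 fold change -2.15, standard error 0.10, limma adjusted p = 8.56e-09). It was followed by ANKRD1, TSACC, NRP2 and CYP3A7, with log2 fold changes of -1.28, -1.19, -1.14 and -1.14. TSACC (limma adjusted p = 0.0224) was no longer a DEG when untreated replicate 1 or 3 or exposed replicate 1 was left out, with log2 fold changes over all replicates left out in turn from -1.31 to -1.02. After 144 h the largest rises were those of HBA1, TINAG, UGT1A1, ALDH3A1 and PTGR1, with log2 fold changes of 3.89, 3.69, 3.41, 3.36 and 3.11. PTGR1 (gene 22949, chromosome 9, 111549722 to 111599855) rose from 4.86 ± 0.765 to 42.3 ± 1.26 FPKM (standard error 0.083, limma adjusted p = 4.93e-12). TINAG, UGT1A1 and ALDH3A1 were below 1 FPKM in untreated spheroids. HBA1 varied in untreated spheroids, at 3.26 ± 3.03 FPKM, and its log2 fold change ranged from 2.02 (without untreated replicate 3) to 4.98 with single libraries left out, so its rank rests on that library. Both HBA1 and UGT1A1 have close paralogs or overlapping genes with which reads can be shared. The largest falls after 144 h were those of H3C3, BIVM-ERCC5, HAMP, ADAMTS13 and H2AC20, with log2 fold changes of -2.79, -2.73, -2.56, -2.27 and -2.07. H3C3 and H2AC20 belong to histone gene families and BIVM-ERCC5 is a readthrough gene, so the reads of these 3 genes can be shared with other genes. BIVM-ERCC5 averaged 0.183 ± 0.318 FPKM in exposed spheroids at 144 h. Its log2 fold change ranged from -4.90 to -0.88 over all alternatives, so its size and rank are uncertain.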

Transcriptomic profiling revealed that 98 and 1,300 genes were differentially expressed following 24 and 144 h of treatment, respectively. DEGs at both time points were subjected to KEGG enrichment analysis in order to determine the most affected molecular pathways and biological processes (Kanehisa 2000). Various metabolic and signaling pathways seemed to be affected, especially after 144 h of exposure (Fig. 3E, F). 

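KEGG pathways were taken from the annotation in the authors' table, which assigns 6906 genes to 359 pathways. Enrichment of DEGs was tested with a one-sided hypergeometric test in the 346 pathways with at least 5 genes tested, against the 5065 genes tested that have a pathway annotation. Among the 57 annotated DEGs at 24 h, no pathway (0 of 346) reached Q below 0.05, and 16 had an unadjusted p value below 0.05. The smallest Q was 0.0801, shared by ferroptosis (4 DEGs among 35 genes tested, all 4 higher), steroid hormone biosynthesis (4 DEGs among 28 genes tested, 2 higher and 2 lower) and TGF-β signaling (5 DEGs among 64 genes tested, all 5 lower). Leaving out single libraries gave up to 3 pathways with Q below 0.05 at 24 h, among them steroid hormone biosynthesis in 8 of the 12 such fits (Q from 0.00198 to 0.0390). Of the 30 pathways shown in Fig. 3E, 9 had an unadjusted p value below 0.05. The 528 annotated DEGs at 144 h gave 18 pathways with Q below 0.05 and 50 with an unadjusted p value below 0.05. Neuroactive ligand-receptor interaction had the smallest Q, 8.65e-06, with 22 DEGs among 58 genes tested, 19 of them higher. Of the 32 pathways that Fig. 3F, Fig. S10 or the discussion name, 7 had Q below 0.05 and 12 an unadjusted p value below 0.05. These 7 were ECM-receptor interaction (Q = 6.74e-05), protein digestion and absorption (6.74e-05), steroid hormone biosynthesis (5.33e-04), ferroptosis (0.00631), retinol metabolism (0.00681), drug metabolism by cytochrome P450 (0.0166) and PI3K-Akt signaling (0.0236). ECM-receptor interaction, protein digestion and absorption and PI3K-Akt signaling share collagen DEGs such as COL1A1, COL1A2, COL4A1 and COL6A3. They are therefore not separate results. The background changed the 144 h result most among the hypergeometric alternatives. Against all annotated genes of the table, including those below the filter, 3 pathways had Q below 0.05. Drug metabolism by cytochrome P450 also depended on one library, since its Q rose to 0.0642 without untreated replicate 3 of 144 h. Protein digestion and absorption lost Q below 0.05 with a pseudocount of 1, with all annotated genes as background, and under the set tests camera and directional fry (described below). Its Q reached 0.970. Steroid hormone biosynthesis lost it with that background, without the fold-change threshold and under camera, with Q up to 0.897.

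**Figure D2:**
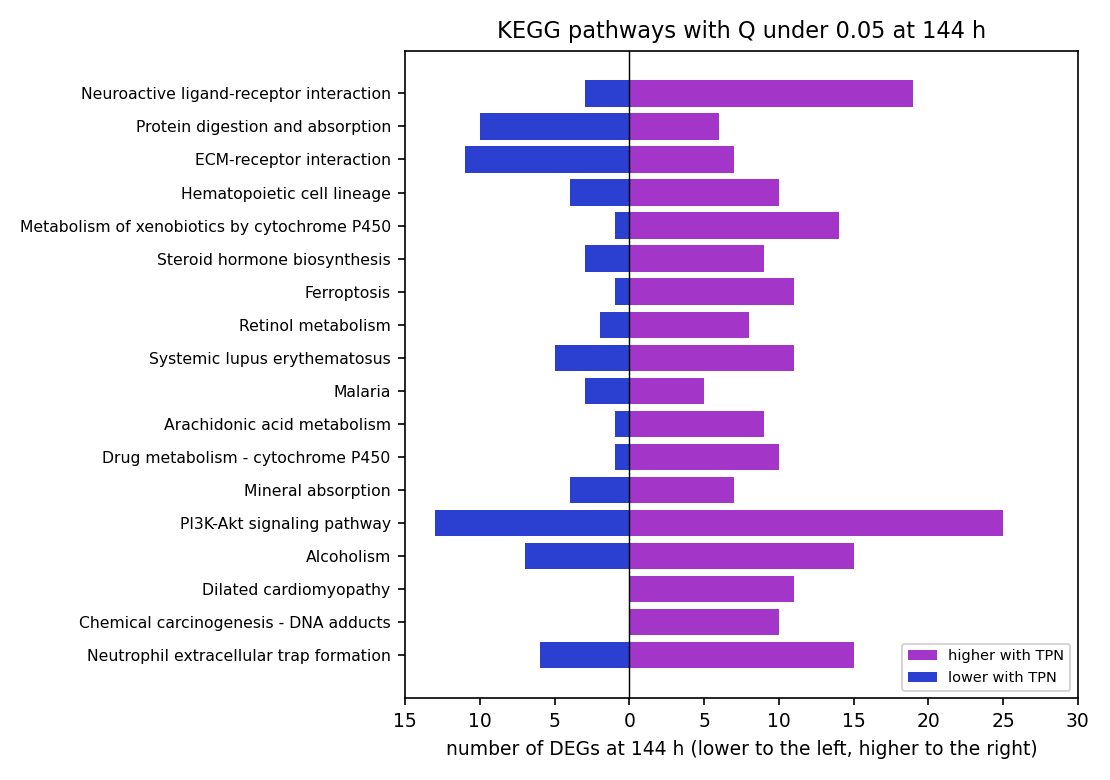
Number of DEGs at 144 h in KEGG pathways, with higher (right of 0) and lower (left of 0) expression in exposed spheroids on the horizontal axis. ECM-receptor interaction has 7 DEGs that rose and 11 that fell, and ferroptosis has 11 that rose and 1 that fell.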

Among those were several pathways involved in metabolic processes (i.e., fatty acids and cholesterol metabolism, steroid biosynthesis, glycolysis, gluconeogenesis, insulin signaling, amino acids and protein metabolism, glutathione metabolism, and PPAR signaling), cellular responses to stress (i.e., PI3K-Akt, MAPK, HIF-1, TGF-β and FoxO), and cell death processes (i.e*.,* apoptosis, necroptosis, ferroptosis, and TNF-α signaling) (Figure S2-10). 

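Among the metabolic pathways at 144 h, the hypergeometric test gave Q above 0.05 for fatty acid degradation, with 7 DEGs among 34 genes tested (Q = 0.337), fatty acid biosynthesis, with 2 DEGs among 16 genes tested (Q = 1.00), and cholesterol metabolism, with 7 DEGs among 42 genes tested (Q = 0.605). The same held for steroid biosynthesis, with 3 DEGs among 19 genes tested (Q = 0.804), all 3 lower, glycolysis and gluconeogenesis, with 9 DEGs among 48 genes tested (Q = 0.337), and biosynthesis of amino acids, with 8 DEGs among 63 genes tested (Q = 0.822). Glutathione metabolism had 10 DEGs among 48 genes tested (Q = 0.235), 9 of them higher, and PPAR signaling had 9 DEGs among 51 genes tested (Q = 0.410), 8 of them higher. Of the stress response pathways, PI3K-Akt signaling passed, with 38 DEGs among 219 genes tested, 25 higher and 13 lower. These include matrix and integrin genes that are also DEGs of ECM-receptor interaction, among them COL1A1, COL4A1, ITGA1, ITGAV, ITGB4 and SPP1. Whether PI3K-Akt signaling would pass without these shared genes was not tested. MAPK signaling had 28 DEGs among 187 genes tested (Q = 0.251), 23 of them higher, and HIF-1 signaling had 11 DEGs among 79 genes tested (Q = 0.670). TNF signaling had 10 DEGs among 79 genes tested (Q = 0.797). PI3K-Akt signaling lost Q below 0.05 with a pseudocount of 1, with all annotated genes of the table as background and under camera, and its Q over all alternatives reached 0.535.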

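Lists of genes written for the pathways and components that the paper names were tested with camera, which asks whether a list ranks higher or lower than the other genes tested, at a preset inter-gene correlation of 0.01. Of 31 lists with at least 5 genes tested, 14 had an adjusted p value below 0.05 at 24 h, 5 upward and 9 downward, and 8 at 144 h, 4 in each direction. All of these calls also held under fry, a rotation test of whether a list changes at all. Fry called 21 of the 31 lists at 24 h and 26 at 144 h, so its agreement is weak support for the camera calls. With the correlation estimated from the data, 5 held at 24 h and 3 at 144 h. Those at 24 h were the targets of NRF2, the ferroptosis nodes, the proliferation genes, the targets of BMP and SMAD, and the TGF-β nodes, and those at 144 h were the first 3 of these. The lists of nodes were taken from genes that the paper marks as DEGs at 144 h in these same samples. Calls of the ferroptosis and retinol nodes at 144 h are thus partly built into their selection and are no independent evidence. The 19 tested targets of NRF2, the factor encoded by NFE2L2 that responds to oxidative stress, had a median log2 fold change of 0.91 at 24 h and 1.29 at 144 h. At each time point all 19 rose with an adjusted p value below 0.05, counted over all genes and also when adjusted over the list alone. The 22 proliferation genes, among them BIRC5 and MKI67, had medians of -0.14 and -0.56. At 24 h, 14 of these 22 had a lower expression at an adjusted p value below 0.05 over all genes, and 22 when adjusted over the list alone, whereas at 144 h the number was 22 on both counts. The targets of the unfolded protein response factors had medians of -0.062 (camera adjusted p = 0.0374) and -0.013 (camera adjusted p = 0.876). The call at 24 h was lost when untreated replicate 1, exposed replicate 1 or exposed replicate 3 was left out, with camera adjusted p values of 0.0725, 0.0796 and 0.114 (0.0190 to 0.362 over all alternatives).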

The altered expression of several nuclear receptors, transcription factors, and receptors involved in peroxisomal fatty acid beta-oxidation, indicative of steatosis development, is depicted in Fig. S11.

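For the genes of Fig. S11, values are FPKM as mean ± SD of 3 libraries per group. Liver X receptor (LXR) was read as NR1H3 and NR1H2 and pregnane X receptor (PXR) as NR1I2, and PPARA and PPARG were added to PPARD. At 24 h, 2 of these 9 genes had an adjusted p value below 0.05, which was the same number when adjusted over the list alone. NFE2L2 fell from 97.4 ± 0.339 to 78.5 ± 1.19 (log2 fold change -0.31, limma adjusted p = 1.95e-05), and NR1I2 rose from 9.34 ± 0.438 to 11.5 ± 0.246 (log2 fold change 0.30, limma adjusted p = 0.00743). At 144 h, 8 of the 9 genes had an adjusted p value below 0.05, 8 also when adjusted over the list alone. Higher in exposed spheroids were NR1I2, from 4.70 ± 0.374 to 6.84 ± 0.364 FPKM, NR1H2, from 9.15 ± 0.201 to 12.1 ± 0.967, AHR, from 7.05 ± 0.122 to 8.84 ± 0.483, PPARD, from 9.69 ± 0.195 to 11.7 ± 0.107, and PPARA, from 7.75 ± 0.166 to 8.52 ± 0.460. Their log2 fold changes were 0.53, 0.39, 0.32, 0.27 and 0.13. Lower were NFE2L2, from 102 ± 3.98 to 77.2 ± 1.84, HNF4A, from 85.7 ± 1.61 to 67.2 ± 1.53, and PPARG, from 30.7 ± 1.39 to 24.1 ± 0.117, with log2 fold changes of -0.40, -0.35 and -0.35. NR1H3 was 12.0 ± 0.145 in untreated and 12.1 ± 0.0603 in exposed spheroids at 144 h (log2 fold change 0.0064, limma adjusted p = 0.907), and its change turned to -0.0020 without untreated replicate 3. No gene of the 9 passed the fold-change threshold at either time point, but without untreated replicate 3 of 144 h NR1I2 passed it at 144 h, with 0.58 (limma adjusted p = 1.34e-05) in place of 0.53. PPARA rested on single libraries, since its adjusted p value at 144 h exceeded 0.05 in 6 of the 12 fits that each left out one library, with a range of 0.0173 to 0.168 over all alternatives. A 2-sided exact permutation test of the 3 against 3 FPKM values gave p = 0.1, the smallest value that this design allows, for 3 genes at 24 h and 8 genes at 144 h.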

**Fig. 3:**
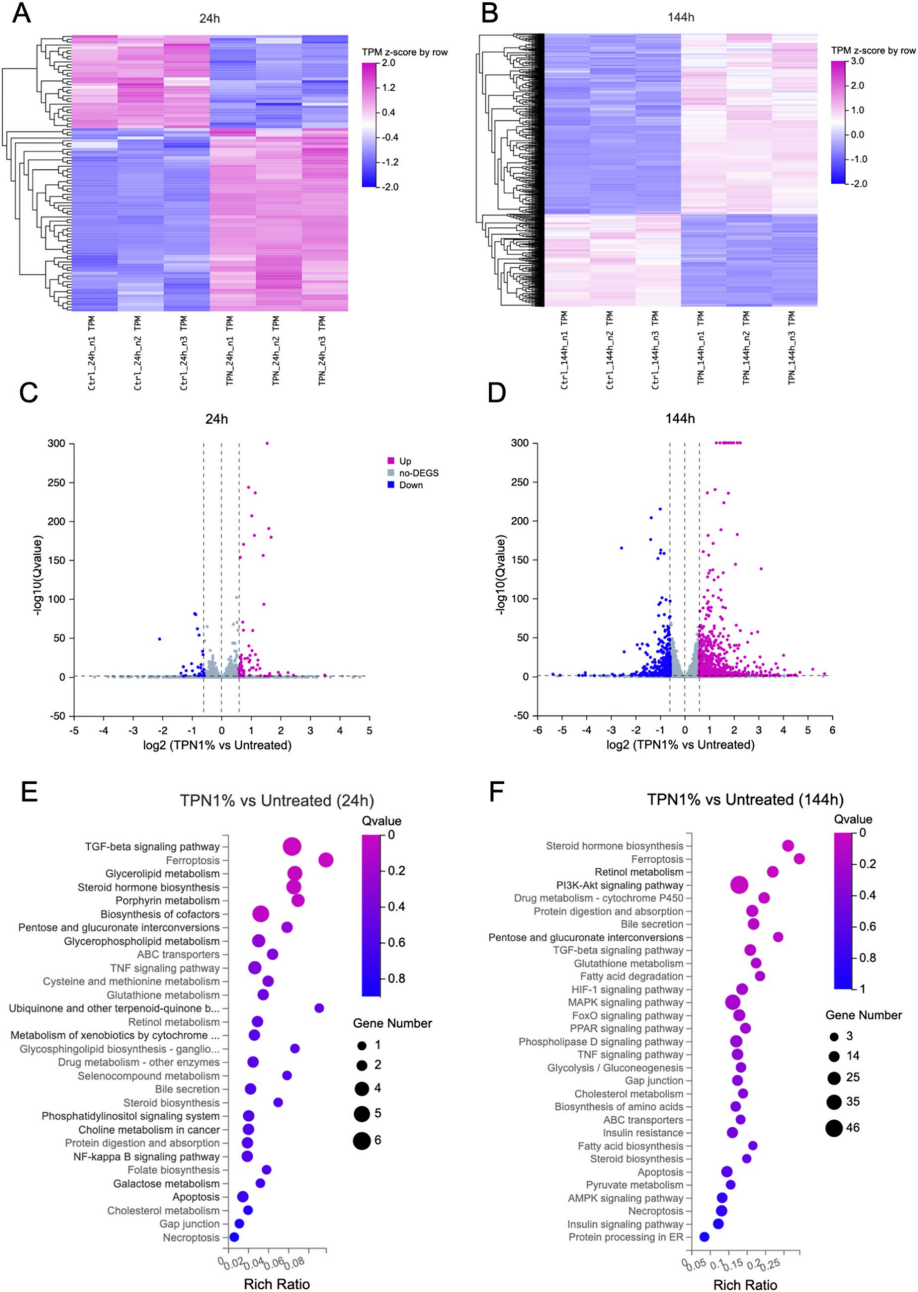
Transcriptomic profile of human liver spheroid co-cultures exposed to TPN. *Z*-score hierarchical clustering heat map visualization of differentially expressed genes (DEGs) after **A** 24 h of exposure and **B** 144 h of exposure to 1% TPN. Volcano plots illustrating DEGs after **C** 24 h of exposure and **D** 144 h of exposure to 1% TPN. Significantly downregulated genes are indicated in blue, and significantly upregulated genes in purple. The −log_10_ (*Q* value) is plotted against the log_2_ (fold change TPN 1%/untreated control). Only significant DEGs (|log_2_(FC)|> 0.58 and *Q* value < 0.05) are reported. Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis illustrating the most affected metabolic and molecular signaling pathways after **E** 24 h of exposure and **F** 144 h of exposure to 1% TPN. The horizontal axis represents the rich factor (number of DEGs in a pathway/number of all annotated genes in the given pathway), while the vertical axis represents the enriched pathway name. The color scale indicates different thresholds of the *Q* value, and the size of the dot indicates the number of genes corresponding to each pathway. Data are derived from three independent experiments

### Cellular stress response to TPN exposure

MMP or ΔΨ_M_ was measured following exposures of human liver spheroid co-cultures to TPN and its components. Only the highest concentration of TPN (5%) and lipids (0.95%) tested for 144 h of exposure induced a reduction of the MMP by 30% and 33%, respectively (Fig. 4A, D). Glucose and amino acids and electrolytes did not affect MMP at any concentration or time point tested (Fig. 4B, C). Positive control FCCP induced approximately a 50% reduction of MMP (Fig. 4E). Next, intracellular protein aggregates were measured to determine ER stress. It was found that after 144 h of exposure, all TPN concentrations tested increased ER stress response by 65%–75% (Fig. 4F). Amino acids and electrolytes (0.5%), as well as glucose (1.5%), caused not more than a 30% increase in ER stress on 144 h of exposure (Fig. 4G, H). Lipid emulsion, on the other hand, caused an increase in ER stress after 144 h of exposure by 35%-70% for all concentrations, and even a 40% increase for the concentration of 0.95% after 24 h of exposure (Fig. 4I). A 70% increase in ER stress was also observed for positive control Tg (Fig. 4J). Intracellular ROS were measured as an indicator of oxidative stress following a short exposure time of 2 h. The data suggest that there is a trend in TPN causing ROS generation, especially at the concentration of 5% for which a threefold increase was detected (Fig. 4K). Similar results were found for amino acids and electrolytes and glucose with a clear trend toward increased oxidative stress with a 2.3-fold increase for the highest concentrations (Fig. 4L, M). A 2.2-fold increase in ROS levels was also detected for lipid emulsion (0.2% and 0.95%) (Fig. 4N), as well as a steep 3.5-fold increase for positive control menadione (Fig. 4O).

**Fig. 4:**
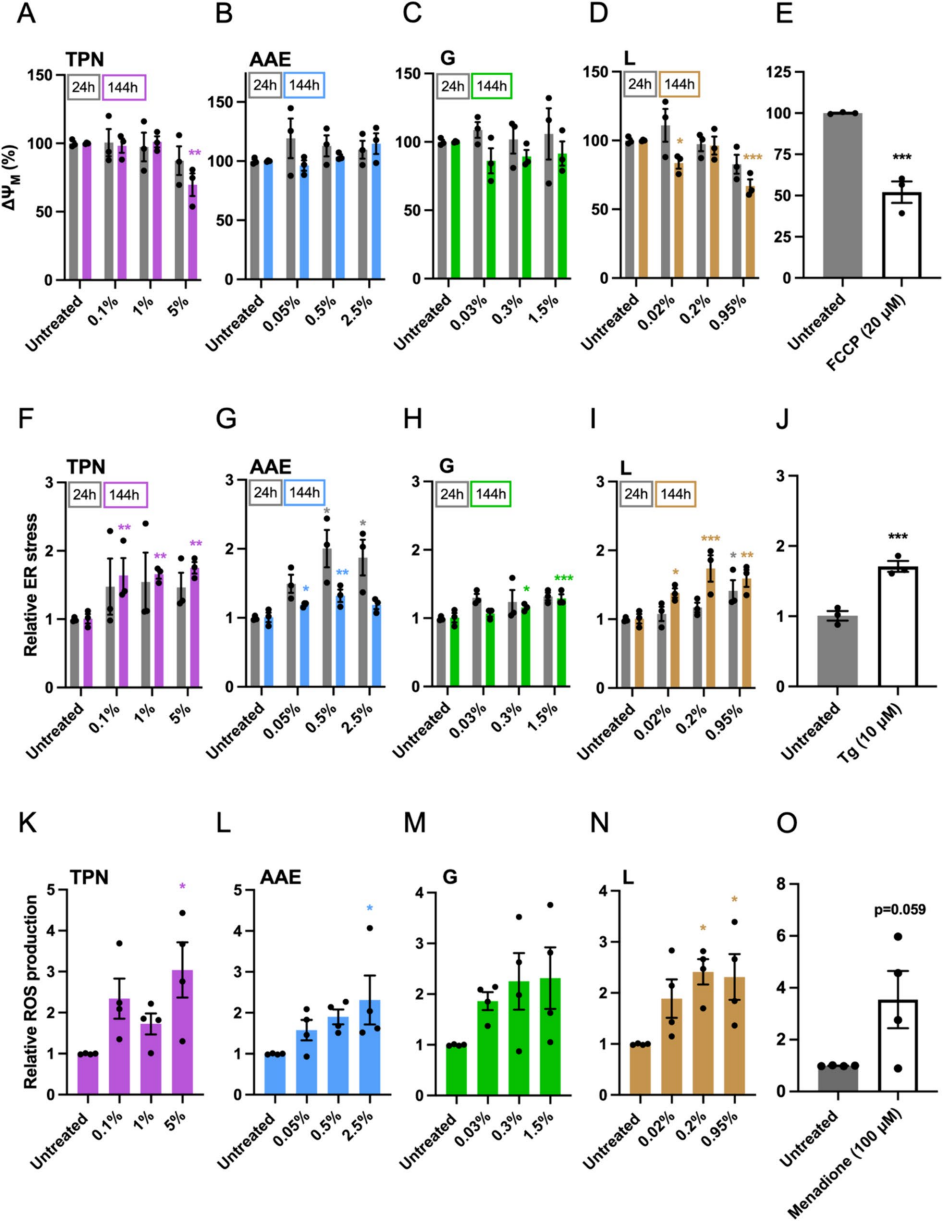
Effect of TPN and its components on mitochondrial dysfunction, endoplasmic reticulum stress, and oxidative stress. Mitochondrial membrane potential (ΔΨ_M_) after 24 and 144 h of exposure to increasing concentrations of **A** TPN, **B** amino acids and electrolytes, **C** glucose, and **D** lipid emulsion. **E** Mitochondrial membrane potential (ΔΨ_M_) after exposure to 20 μM carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone for 72 h. Intracellular protein aggregates indicative of endoplasmic reticulum stress after 24 and 144 h of exposure to increasing concentrations of **F** TPN, **G** amino acids and electrolytes, **H** glucose, and **I** lipid emulsion. **J** Endoplasmic reticulum stress after exposure to 10 μM thapsigargin for 72 h. Intracellular reactive oxygen species production after 2 h of exposure to increasing concentrations of **K** TPN, **L** amino acids and electrolytes, **M** glucose, and **N** lipid emulsion. **O** Intracellular reactive oxygen species generation after exposure to 100 μM menadione for 2 h. *TPN* total parenteral nutrition, *AAE* amino acids and electrolytes, *G* glucose, *L* lipid emulsion, *FCCP* carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone, *ROS* reactive oxygen species, *Tg* thapsigargin. Data are derived from at least three independent experiments expressed as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 (1-way ANOVA followed by Dunnett’s multiple comparison test using untreated cells at a corresponding exposure time as a control; unpaired *t* test was used for positive control treatments)

### Cell death response to TPN exposure

Induction of apoptosis was measured using Annexin V and PI combined staining to distinguish between early and late apoptotic cells following exposure to TPN and components for 144 h. While only a minor increase in early apoptotic cells was observed for all treatment conditions, a significant increase in late apoptotic cells (Annexin V^+^PI^+^) was detected for several concentrations tested. A two to fourfold concentration-dependent increase for TPN and lipid emulsion (Fig. 5A, D, F), a 3.5-fold increase for amino acids and electrolytes (Fig. 5B, F), and a 1.8- to 2.6-fold increase for glucose (Fig. 5C, F) was observed. The exposure to CPT, used as a positive control, induced a tenfold increase in early apoptotic cells and a 3.5-fold increase in the number of late apoptotic cells (Fig. 5E, F).

**Fig. 5:**
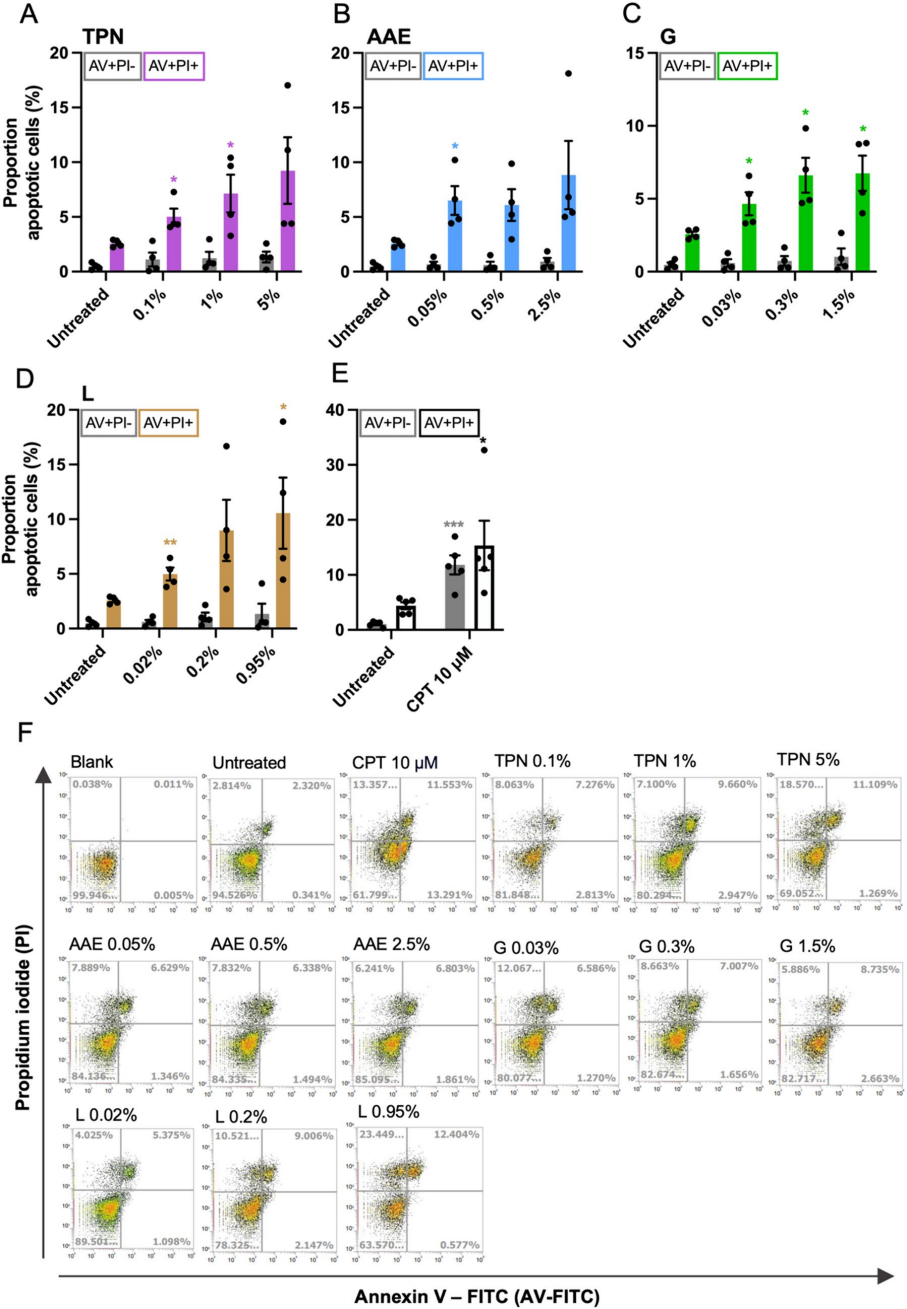
Effect of TPN and its components on apoptosis. Proportion (%) of early (AV^+^PI^−^) and late (AV^+^PI^+^) apoptotic cells after 144 h of exposure to **A** TPN, **B** amino acids and electrolytes, **C** glucose, and **D** lipid emulsion. **E** Proportion (%) of early (AV^+^PI^−^) and late (AV^+^PI^+^) apoptotic cells after exposure to 10 μM camptothecin for 48 h. **F** Representative dot plots of Annexin V and propidium iodide staining indicating proportion (%) of early (AV^+^PI^−^) and late (AV^+^PI^+^) apoptotic cells after 144 h exposure to total parenteral nutrition, amino acids and electrolytes, glucose, and lipid emulsion, and after exposure to 10 μM camptothecin for 48 h. *AV* Annexin V, *PI* propidium iodide, *TPN* total parenteral nutrition, *AAE* amino acids and electrolytes, *G* glucose, *L* lipid emulsion, *CPT* camptothecin. Data are derived from four independent experiments and expressed as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 (1-way ANOVA followed by Dunnett’s multiple comparison test using corresponding early or late apoptotic cells in untreated conditions as a control)

### Steatotic response to TPN exposure

To assess the induction of steatosis, intracellular lipid accumulation was measured both after 24 and 144 h of exposure to TPN. A 30% increase in intracellular lipid accumulation was observed for 24-h exposure to 5% TPN, and a 50% increase for 1% and 5% TPN after 144 h of exposure (Fig. 6A), suggesting that the TPN-induced steatosis is a time-dependent rather than a dose-dependent effect. Amino acids and electrolytes (Fig. 6B) and glucose (Fig. 6C) did not cause any significant increase in steatosis regardless of the exposure time. However, lipid emulsion, similarly to TPN, induced an increase of 25% for the highest tested concentration after 24 h of treatment, and a 45% and a 65% increase in steatosis for 0.2% and 0.95% concentrations of lipid emulsion, respectively, for 144 h of exposure (Fig. 6D). A 30% increase in intracellular lipid accumulation was also detected after exposure to VPA, a well-known steatogenic drug (Fig. 6E). Fluorescent staining of intracellular neutral lipids confirmed that steatosis was induced by TPN, lipid emulsion, and VPA (Fig. 6F–I).

**Fig. 6:**
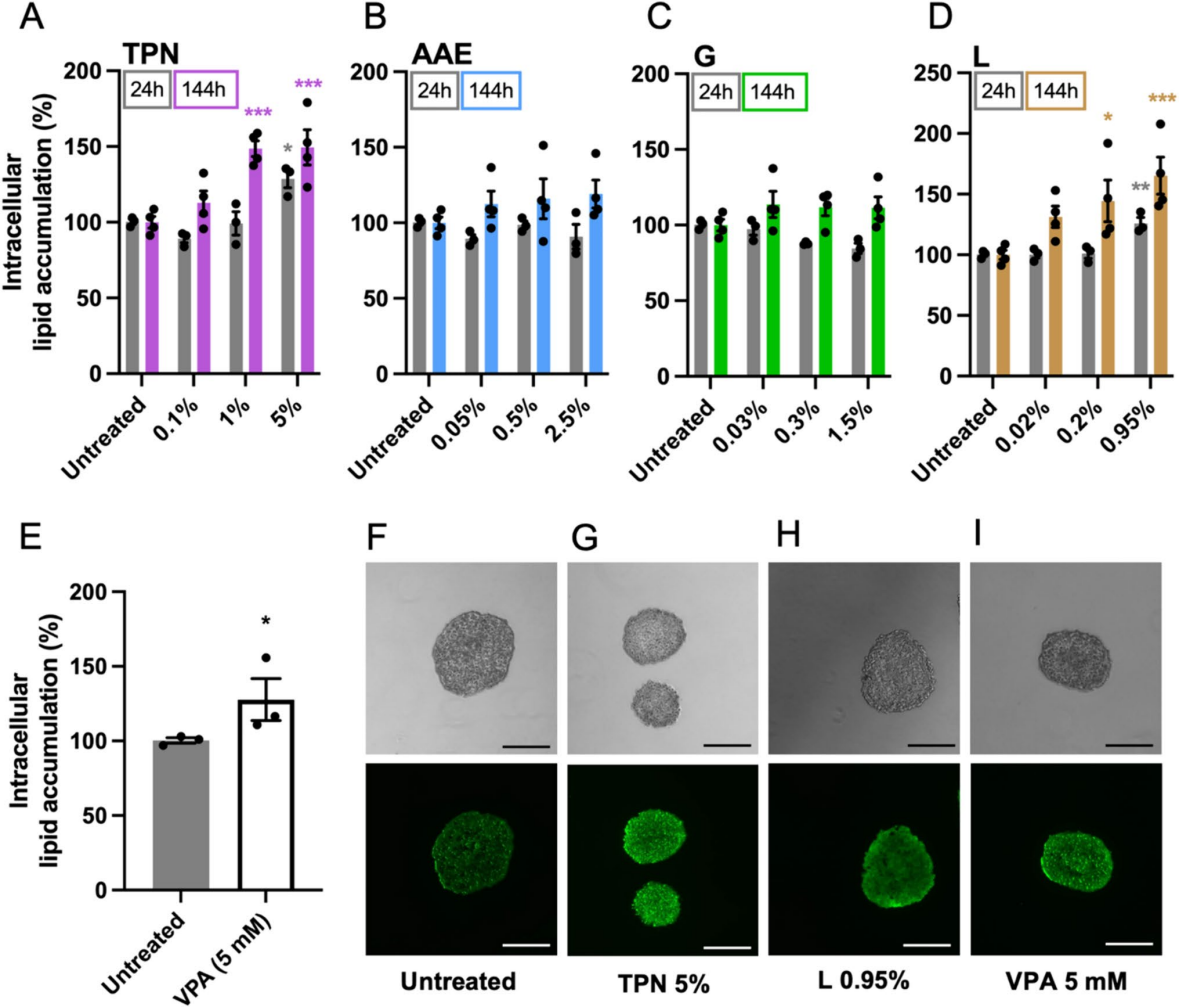
Effect of TPN and its components on steatosis. Quantification of intracellular lipid accumulation after 24 and 144 h of exposure to increasing concentrations of **A** TPN, **B** amino acids and electrolytes, **C** glucose, and **D** lipid emulsion. **E** Quantification of intracellular lipid accumulation after exposure to 5 mM valproic acid for 48 h. Representative fluorescence images of intracellular lipid staining with BODIPY™ 493/503 neutral lipid dye of **F** untreated spheroids, after 144 h of exposure to **G** 5% of TPN, **H** 0.95% of lipid emulsion, and **I** after exposure to valproic acid for 48 h; scale bar = 250 μm. *TPN* total parenteral nutrition, *AAE* amino acids and electrolytes, *G* glucose, *L* lipid emulsion, *VPA* valproic acid. Data are derived from at least three independent experiments and expressed as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 (1-way ANOVA followed by Dunnett’s multiple comparison test using untreated cells at a corresponding exposure time as a control; unpaired *t* test was used for positive control treatment with valproic acid)

## Discussion

TPN is a life-saving nutritional support effective in counteracting malnutrition and assisting patients to reach and maintain a proper nutritional status (Berlana 2022). Notwithstanding its major benefits, the number and severity of TPN-associated complications cannot be disregarded. IFALD is one of the most common TPN-associated metabolic complications. The pathogenesis of IFALD is complex and underlying mechanisms remain elusive (Sobotka and Camilo 2009; Berlana 2022; Mihajlovic et al. 2024). Most of the known mechanisms described to contribute to IFALD are linked to toxicity of single components or inadequate administration of TPN (Berlana 2022). Among those, lipotoxicity is one of the most documented observations related to the composition of lipid emulsions (i.e.,, phytosterol content, omega-6 fatty acid content), which contribute to liver injury (Driscoll 2023). Other IFALD mechanisms are those linked to glucose toxicity as well as injury mediated by micronutrient toxicity (e.g., manganese, copper, aluminum) or nutrient deficiency (e.g*.,* carnitine, choline, vitamin E) (Howard et al. 2007; Gabe and Culkin 2010; Berlana 2022; Zafirovska et al. 2023). Liver damage also seems to be dictated by the patient’s health status including lack of enteral feeding, gut dysbiosis, short bowel syndrome, central line infections, and immature bile acid metabolism and enterohepatic circulation occurring in preterm neonates (Di Dato et al. 2022; Rosseel et al. 2023; Zafirovska et al. 2023).

In the present study, human liver spheroid co-cultures were used to study the mechanisms involved in IFALD. The results suggested that lipotoxicity plays a major role in TPN-associated liver damage. Detected intracellular lipid accumulation and subsequent cellular damage are consistent with observations of steatosis secondary to lipid overload and high infusion rates that exceed the hepatic metabolization rate of fatty acids and phospholipids (Meisel et al. 2011; Moon et al. 2017; Jordan et al. 2020). Identified lipotoxicity-mediating mechanisms include ER stress, mitochondrial dysfunction, oxidative stress, and apoptosis, complying with previous reports describing fatty acids- and/or triglyceride-induced hepatic injury (Wei et al. 2006; Cazanave and Gores 2010; Cao et al. 2012; Lee et al. 2015; Ress 2016; Liu et al. 2018; Maitiabula et al. 2022; Fromenty and Roden 2023; Zheng et al. 2023). Although it has been reported that infusion of higher amounts of glucose and amino acids can also bear steatotic potential, no direct effect of either glucose or amino acids on intracellular lipid accumulation was observed in the present study (Villanueva-Ortega et al. 2020; Gunnar et al. 2023). Nonetheless, the results of this study support available scientific data regarding mechanisms of glucose-mediated and amino acids-mediated toxicity, specifically those involved in oxidative stress, apoptosis and alterations of liver metabolic processes (Kawahito et al. 2009; Lynch and Adams 2014; Zhenyukh et al. 2017; Martínez et al. 2017; Panahi et al. 2018; Acito et al. 2020; Liu et al. 2023). High glucose levels have also been suggested to amplify fatty acid-induced ER stress and to contribute synergistically to lipotoxicity (Bachar et al. 2009; Yin et al. 2015). A qualitative summary of the results of this study performed for comparative purposes indicates that the amino acids and electrolytes solution appears to be the least toxic among all components, only slightly inducing oxidative stress and ER stress (Fig. 7). Similarly, glucose seems rather innocuous, exerting only minor adverse effects associated with oxidative stress and mitochondrial dysfunction. On the other hand, lipid emulsion is the component that majorly affects almost all parameters tested in the present study, in particular induction of ER stress and steatosis, and to a certain degree apoptosis, thereby significantly contributing to the overall adverse outcome of TPN on liver cells.

**Fig. 7:**
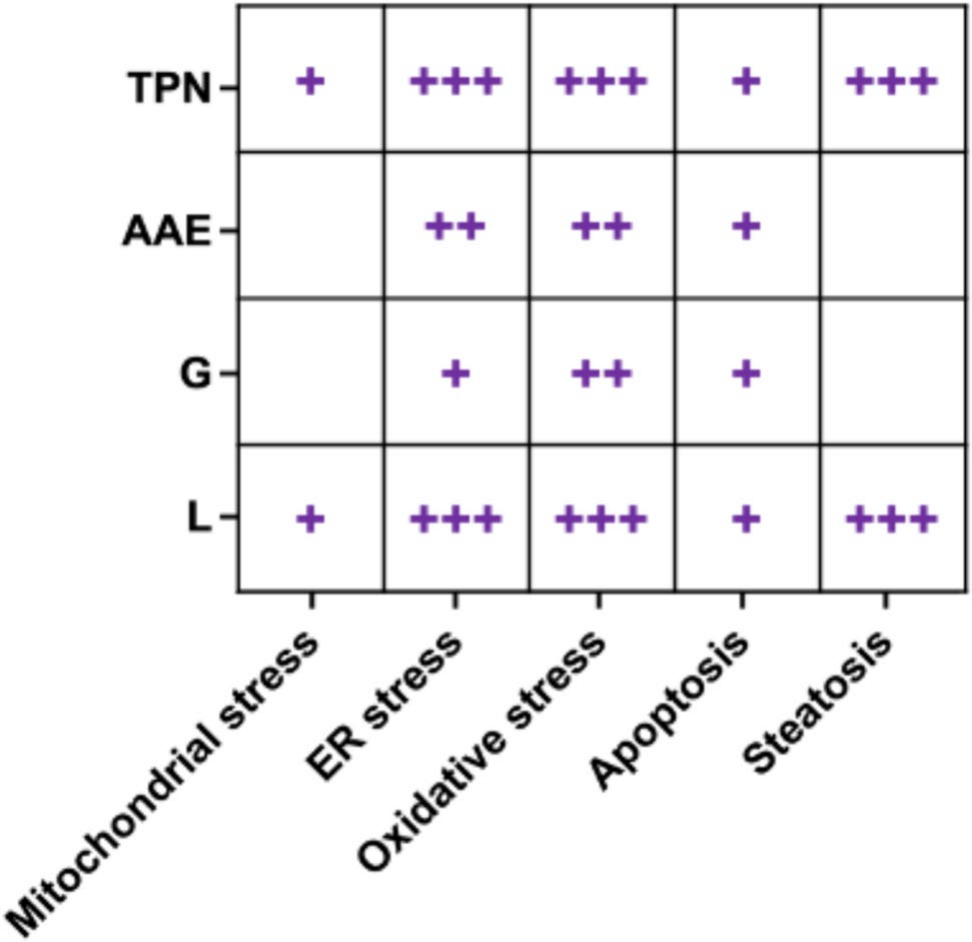
Qualitative summary of the results regarding the effects of TPN and its single components on the induction of mitochondrial stress, endoplasmic reticulum stress, oxidative stress, apoptosis, and steatosis. The positive impact of each component on a certain biological event assessed is indicated with a symbol + (i.e., the higher the number of + , the higher the impact on a specific event). No impact is indicated with a blank spot. *TPN* total parenteral nutrition, *AAE* amino acids and electrolytes, *G* glucose, *L* lipid emulsion, *ER stress* endoplasmic reticulum stress

Key events evaluated in the present study and shown to be involved in TPN-associated liver damage, as well as results of transcriptomic analysis, are consistent with hepatotoxicity-related adverse outcome pathways (AOP), especially AOP of liver steatosis (Vinken 2013; Ankley and Edwards 2018; Knapen et al. 2018; Arnesdotter et al. 2021). Several molecular initiating events in the AOP network for liver steatosis, including modulation of nuclear receptors (i.e., aryl hydrocarbon receptor, liver X receptor, pregnane X receptor), suppression of transcription factors (i.e., hepatocyte nuclear factor 4 alpha, nuclear factor erythroid 2-related factor 2), and inhibition of peroxisomal fatty acid beta-oxidation (i.e., decreased activation of PPARs), also emerged in the transcriptomics analysis of the present study, further supporting the notion of TPN-mediated liver injury (Mellor et al. 2016; Arnesdotter et al. 2021). These molecular initiating events are known to affect lipid metabolism at different levels, and the RNA-sequencing data confirmed that various pathways, such as fatty acid degradation and biosynthesis, cholesterol metabolism, PPAR signaling and the increased hepatic influx of fatty acids were affected by TPN, indicating steatosis development (Mellor et al. 2016). 

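Within lipid metabolism, the 22 tested genes of cholesterol synthesis and uptake had a median log2 fold change of -0.089 at 24 h (camera adjusted p = 1.31e-04) and -0.32 at 144 h (1.25e-05). At 144 h, 18 of these genes had an adjusted p value below 0.05, 18 also when adjusted over the list alone, and 17 of the 18 fell. Among them, HMGCS1 fell from 67.9 ± 2.49 to 44.1 ± 1.36 FPKM (n = 3, log2 fold change -0.62, limma adjusted p = 6.17e-09). The 13 tested genes of lipogenesis had medians of -0.05 at 24 h (camera adjusted p = 0.0339) and -0.30 at 144 h (0.00171). At 144 h, 11 of them fell with an adjusted p value below 0.05 over all genes and 11 when adjusted over the list alone, including FASN, SCD and ACACA, with log2 fold changes of -0.28, -0.30 and -0.43. The call for lipogenesis at 24 h was lost without untreated replicate 2 or exposed replicate 2, with camera adjusted p values of 0.0542 and 0.0764 (0.0219 to 0.350 over all alternatives). The 15 tested targets of PPARs had medians of 0.012 (camera adjusted p = 0.204) and 0.24 (0.00407). With the correlation between genes estimated from the data, none of these camera calls held. The camera adjusted p values at 144 h were then 0.241 for cholesterol synthesis, 0.241 for lipogenesis and 0.220 for PPAR targets. At 24 h that of cholesterol synthesis was 0.259. At 144 h, 10 PPAR targets rose and 3 fell with an adjusted p value below 0.05, both over all genes and when adjusted over the list alone. CPT1A, the carnitine transferase of fatty acid beta-oxidation, rose from 15.7 ± 0.581 to 30.7 ± 0.345 FPKM (0.96, limma adjusted p = 3.40e-09). For the influx of fatty acids, the transporter CD36 rose from 2.99 ± 0.251 to 5.02 ± 0.159 FPKM at 144 h (0.73, limma adjusted p = 2.80e-06), with a change of 0.035 at 24 h. Among lipid droplet genes, PLIN2 rose from 944 ± 16.3 to 1595 ± 23.4 FPKM (0.76) and CIDEC also rose (log2 fold change 1.38), whereas DGAT2 fell (-0.60), with a value below the fold-change threshold without exposed replicate 2 (-0.55) and with a pseudocount of 1 (-0.56), among other settings. Over the 10 genes tested of the lipid droplet list, 6 rose and 4 fell with an adjusted p value below 0.05, and the list as a whole was called by fry but not by camera (camera adjusted p = 0.198). From the nuclear receptors and transcription factors of Fig. S11 and the pathways of lipid metabolism affected by TPN, the paper reads changes indicative of steatosis development. Its evidence for steatosis also includes a direct measure, since staining of neutral lipids rose at 1% TPN after 144 h (Fig. 6A).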

Similar to previous reports, the results of the current study support the findings that perturbations in metabolic pathways are among the key effects of TPN exposure. In particular, the pathways related to insulin signaling, AMPK or FoxO are known to regulate metabolic processes, such as glycogenesis, gluconeogenesis, de novo lipogenesis and fatty acid beta-oxidation, thus contributing to steatotic injury (Mihaylova and Shaw 2011; Guthrie 2022; Jiang et al. 2022). Furthermore, the transcriptomic analysis showed that different types of programmed cell death were enriched in TPN-treated cells, including apoptosis, necroptosis and ferroptosis. 

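In the hypergeometric test at 144 h, insulin signaling had 9 DEGs among 112 genes tested, AMPK signaling 9 DEGs among 99 genes tested and FoxO signaling 11 DEGs among 101 genes tested. Their expected numbers of DEGs were 11.7, 10.3 and 10.5, and Q was 1 for each. Insulin resistance, also shown in Fig. 3F, had 11 DEGs among 88 genes tested (Q = 0.797). At 24 h these 4 pathways held no DEG. Genes of these maps that changed at 144 h included PCK1, the enzyme that commits carbon to gluconeogenesis, which rose from 10.5 ± 0.0764 to 20.6 ± 1.08 FPKM (n = 3, log2 fold change 0.96, limma adjusted p = 4.81e-06). FOXO1 fell from 6.65 ± 0.266 to 3.68 ± 0.202 FPKM (-0.84, limma adjusted p = 1.15e-07). SOCS3, an inhibitor of insulin signaling, rose from 2.43 ± 0.436 to 5.03 ± 0.537 FPKM (1.03, limma adjusted p = 9.05e-05). The log2 fold change of these 3 genes at 24 h was -0.20, -0.32 and -0.24, and that of FOXO1 had a limma adjusted p of 0.00418.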

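The KEGG apoptosis pathway had 2 DEGs among 109 genes tested at 24 h and 11 DEGs among 109 genes tested at 144 h, where 11.4 were expected. Necroptosis had 2 DEGs among 107 genes tested at 24 h and 12 DEGs among 107 genes tested at 144 h, where 11.2 were expected. The hypergeometric Q was 1 for apoptosis at both time points, and 1 and 0.970 for necroptosis. At 144 h the 11 DEGs of apoptosis were 8 that rose and 3 that fell, and the 12 of necroptosis were 8 that rose and 4 that fell. Among the genes of the apoptosis map, CAPN2 rose from 4.27 ± 0.386 to 10.9 ± 0.813 FPKM (n = 3, log2 fold change 1.33, limma adjusted p = 2.64e-08), CTSL by 0.97 and MCL1, which inhibits apoptosis, by 0.61 on the log2 scale. BIRC5, another inhibitor that also serves in cell division, fell from 50.3 ± 1.11 to 32.6 ± 1.58 FPKM (-0.62, limma adjusted p = 1.28e-08).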

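Ferroptosis, a form of cell death driven by iron and lipid peroxidation, had 4 DEGs at 24 h against 0.394 expected and 12 at 144 h against 3.65 expected. At 24 h it passed Q below 0.05 with a pseudocount of 1, with no filter, without exposed replicate 2 (Q = 0.0394), with no fold-change threshold, and under camera and fry, with Q from 2.40e-11 to 0.101 over the alternatives. HMOX1 (gene 3162, chromosome 22, 35381096 to 35394207), which releases iron from heme, rose from 97.2 ± 3.34 to 283 ± 10.4 FPKM at 24 h (n = 3, log2 fold change 1.54, standard error 0.041, limma adjusted p = 3.63e-11). At 144 h it rose from 72.5 ± 3.11 to 320.0 ± 14.0 FPKM (2.14, standard error 0.041, limma adjusted p = 3.78e-13). GCLC, whose product joins that of GCLM in the enzyme that starts glutathione synthesis, had a log2 fold change of 1.11 at 24 h, and GCLM and GCLC had 2.14 and 1.63 at 144 h. SLC7A11, the cystine transporter that protects cells from ferroptosis, rose from 5.79 ± 0.872 to 12.8 ± 1.13 FPKM at 24 h (1.14, limma adjusted p = 1.89e-05) and from 4.51 ± 0.100 to 9.24 ± 1.44 at 144 h (1.01, limma adjusted p = 5.96e-06). The ferritin genes FTH1 and FTL rose by 0.50 and 0.39 at 24 h and by 1.29 and 0.93 at 144 h, and reads of ferritin genes can be shared with their pseudogenes. The iron exporter SLC40A1 rose from 19.3 ± 0.560 to 44.1 ± 0.451 FPKM at 144 h (1.19), and transferrin (TF) fell from 479 ± 9.89 to 318 ± 10.6 (-0.59, limma adjusted p = 3.57e-09). Without untreated replicate 1 or exposed replicate 2 of 144 h, TF no longer passed the fold-change threshold, with -0.58 and -0.56.

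**Figure D3:**
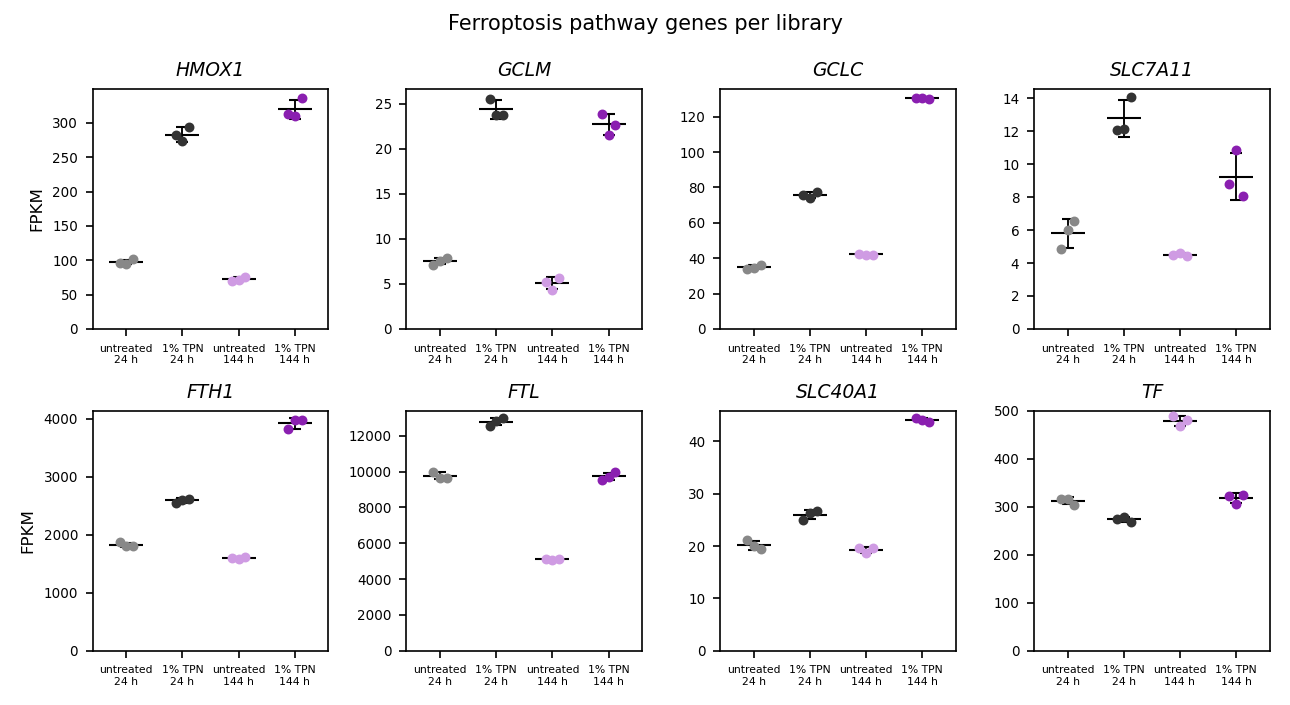
FPKM (vertical axes, each starting at 0) of 8 genes of the ferroptosis map in untreated spheroids and spheroids exposed to 1% TPN at 24 h and 144 h, with a point for each library and the mean ± SD of the 3 libraries per group. HMOX1 averaged 72.5 FPKM in untreated and 320.0 in exposed spheroids at 144 h, and TF is the gene that fell.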

The latter displayed a greater degree of pathway enrichment among the induced cell death pathways, which is in accordance with emerging studies demonstrating an important role for ferroptosis in IFALD pathogenesis (Jiang et al. 2022; Cheng et al. 2022).

Indicative of TPN-induced hepatic injury is the observation of significant enrichment of the TGF-β signaling pathway. 

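The TGF-β signaling pathway had 5 DEGs at 24 h against 0.720 expected and 12 among 64 at 144 h against 6.67 expected, with a hypergeometric Q of 0.251 at 144 h. At 24 h, Q fell below 0.05 with a pseudocount of 1, with no filter, in 5 of the fits that left out one library, and under camera and fry, with Q over the alternatives from 3.78e-11 to 0.238. The libraries left out in these 5 fits were untreated replicates 1 and 2 and exposed replicates 1, 2 and 3 of 24 h, and Q was then 0.0110 to 0.0394. At 144 h it did so under fry only. All 5 DEGs at 24 h fell. They were HAMP, ID1, ID2, ID3 and SMAD7, genes that BMP receptors and SMAD proteins induce. ID1 fell from 422 ± 27.3 to 229 ± 12.0 FPKM (n = 3, log2 fold change -0.88, limma adjusted p = 2.81e-08), ID3 from 239 ± 7.98 to 135 ± 8.47 (-0.83, limma adjusted p = 2.51e-08) and SMAD7 from 16.6 ± 1.05 to 10.3 ± 0.730 (-0.68, limma adjusted p = 7.10e-06), and ID2 fell by 0.76 on the log2 scale. At 144 h the log2 fold changes of ID1, ID2, ID3 and SMAD7 were -0.56, -0.65, -1.04 and -0.84, and that of ID1 did not pass the fold-change threshold except without exposed replicate 3 of 144 h (-0.58). TGFB1, which encodes TGF-β1, rose from 40.1 ± 1.36 to 66.4 ± 3.48 FPKM at 144 h (0.73, limma adjusted p = 1.80e-08), with a log2 fold change of 0.049 at 24 h. Of genes that TGF-β induces, TGFBI fell from 336 ± 5.07 to 169 ± 3.23 FPKM (-0.99) at 144 h. The 9 tested genes of a list of TGF-β targets had a median log2 fold change of -0.84 at 144 h (camera adjusted p = 0.122, median from -0.84 to -0.23 over all alternatives). Of these, 9 had an adjusted p value below 0.05 over all genes, 9 also when adjusted over the list alone, with 7 lower and 2 higher.

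**Figure D4:**
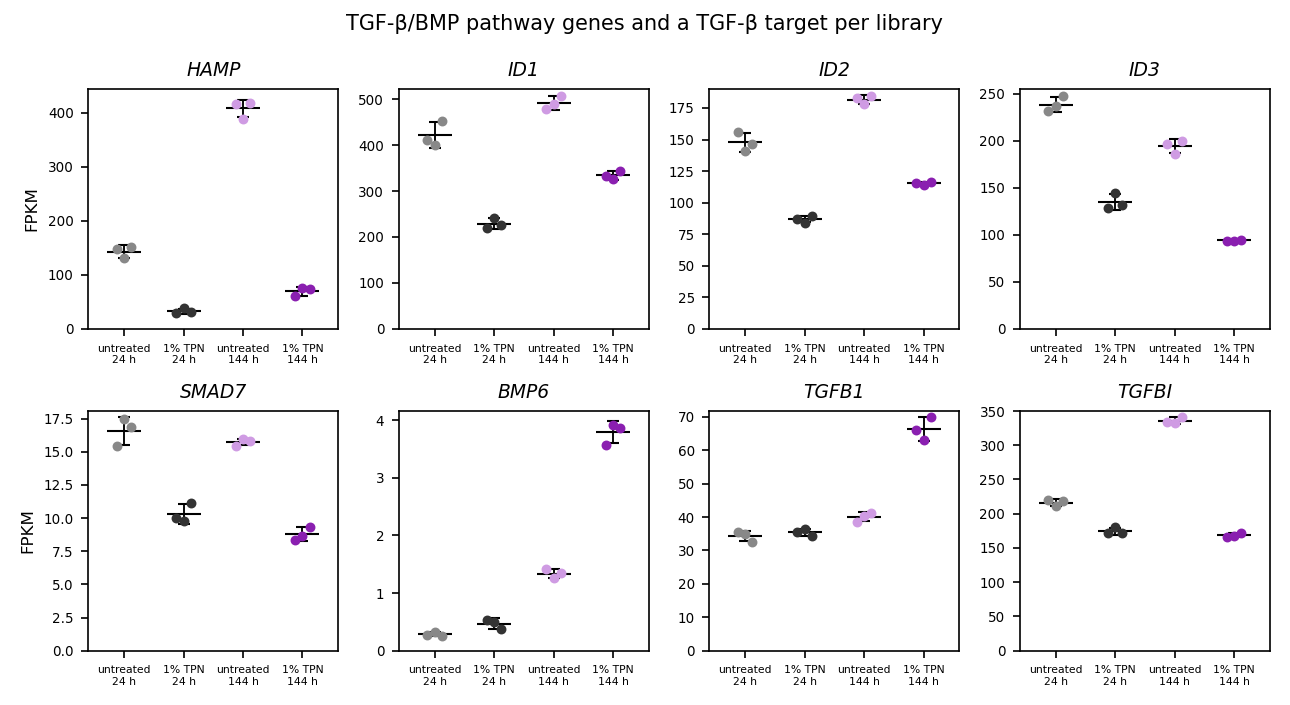
FPKM (vertical axes, each starting at 0) of 8 genes that belong to or respond to BMP and TGF-β signaling, in untreated spheroids and spheroids exposed to 1% TPN at 24 h and 144 h, with a point for each library and the mean ± SD of the 3 libraries per group. HAMP averaged 143 FPKM in untreated and 32.4 in exposed spheroids at 24 h, while BMP6 and TGFB1 were higher in exposed spheroids at 144 h.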

Profibrogenic TGF-β is known to be orchestral in inducing activation and transdifferentiation of HSCs and extracellular matrix production, being hallmarks of liver fibrosis (Dewidar et al. 2019). 

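Retinol metabolism had 10 DEGs among 26 genes tested at 144 h, 8 higher and 2 lower, and 1 at 24 h. Its Q rose above 0.05 with all annotated genes as background, without the fold-change threshold and under camera, to at most 0.723. Higher at 144 h were CYP2B6, from 2.42 ± 0.134 to 6.21 ± 0.135 FPKM (n = 3, log2 fold change 1.32, limma adjusted p = 4.29e-09), AOX1, from 7.51 ± 0.237 to 13.7 ± 0.379 (0.85, limma adjusted p = 3.69e-08), ADH4, by 0.88, and CYP1A1, by 0.71 on the log2 scale. ADH6 fell from 14.4 ± 0.982 to 9.07 ± 0.242 (-0.66, limma adjusted p = 1.99e-07). CRABP2, which binds retinoic acid inside cells, rose by 2.09 and was below 1 FPKM in untreated spheroids. ECM-receptor interaction had 18 DEGs among 48 genes tested at 144 h. Its Q rose above 0.05 with a pseudocount of 1 and under camera, to at most 0.501. The integrin genes ITGA1, ITGA2, ITGAV and ITGB4 rose by 0.96, 0.89, 0.70 and 0.82, and SPP1, which encodes osteopontin, rose from 355 ± 4.14 to 1229 ± 58.8 FPKM (1.79, limma adjusted p = 6.06e-13). The collagen gene COL1A1 fell from 1.92 ± 0.401 to 0.747 ± 0.155 FPKM (-1.25, limma adjusted p = 4.22e-06), COL2A1 from 3.87 ± 0.296 to 1.09 ± 0.215 (-1.75) and COL3A1 from 0.503 ± 0.134 to 0.127 ± 0.0404 (-1.40), whereas COL6A2 rose from 0.853 ± 0.0586 to 1.56 ± 0.106 (0.80). Over all alternatives COL3A1 ranged from -1.92 to -0.41 and COL6A2 from 0.47 to 0.87 at 144 h. Neither gene passed the fold-change threshold under every alternative. At 24 h the log2 fold changes of COL1A1, COL2A1, COL3A1 and COL6A2 were -0.004, -0.31, -0.19 and -0.07, all with limma adjusted p values above 0.05.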

An additional notion supporting the role of HSCs in TPN-induced liver injury is the enrichment of the pathway of retinol metabolism and extracellular matrix-receptor interactions (Carmona et al. 2019; Dewidar et al. 2019). These results underscore the potential impact of HSCs in contributing to TPN-induced liver injury and warrant further investigation into their role in the molecular pathogenesis of IFALD.

Despite providing important molecular and cellular insights into mechanisms of liver injury secondary to TPN exposure, a limitation of the present study is the lack of direct clinical translation. This is particularly reflected in attempts to correlate the dosages of TPN used in vitro to those observed in clinics during a TPN regimen. Computational toxicology methods that predict chemical toxicity and correlate in vitro and in vivo concentrations are available and could aid in the efforts needed to increase clinical relevance (Rodríguez-Belenguer et al. 2023a, b). In particular, physiologically based pharmacokinetic (PBPK) modeling can facilitate quantitative in vitro to in vivo extrapolation (QIVIVE) and allow to combine in silico and in vitro parameters and convert in vitro concentration–response curves into relevant in vivo exposures (Rietjens et al. 2011; Wilk-Zasadna et al. 2015; Chen et al. 2018a). However, the PBPK modeling of complex mixtures, such as TPN, containing a myriad of metabolically active substances and nutrients with different physicochemical and pharmacokinetic properties, remains a challenge and requires significant efforts, availability of appropriate modeling platforms, and interdisciplinary collaborations to perform accurate and clinically relevant modeling (Groothuis et al. 2015; Wilk-Zasadna et al. 2015; Paini et al. 2019; Moreau et al. 2022).

In conclusion, the present study confirmed the involvement of several key events in TPN-induced liver damage and indicated that lipid emulsion, among all major TPN components, seemed to be the main culprit of the observed adverse outcomes. A combination of advanced heterotypic cell models, suitable in vitro and omics analysis, systems toxicology approaches, including AOPs and their networks and PBPK modeling holds great promise for advancing the translational research oriented toward unraveling further IFALD mechanisms and encouraging the safe use of TPN.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

The RNA-seq datasets generated during the current study are available in the Gene Expression Omnibus (GEO) repository, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE264357. All other data generated or analysed during this study are included in this published article and its supplementary information files.

# Supplementary material for: Investigation of parenteral nutrition-induced hepatotoxicity using human liver spheroid co-cultures
**Source:** Arch Toxicol. 2024 May 14;98(9):3109–26. doi: 10.1007/s00204-024-03773-8
**Supplement:** Supplementary file 1 — Supplementary file1

**Investigation of parenteral nutrition-induced hepatotoxicity using human liver spheroid co-cultures**

Milos Mihajlovic^1^, Sybren De Boever^1^, Andrés Tabernilla^1^, Ellen Callewaert^1^, Julen Sanz-Serrano^1^, Anouk Verhoeven^1^, Amy Maerten^1^, Zenzi Rosseel^2,3^, Elisabeth De Waele^3,4^, Mathieu Vinken^1^

**Supplementary Material**

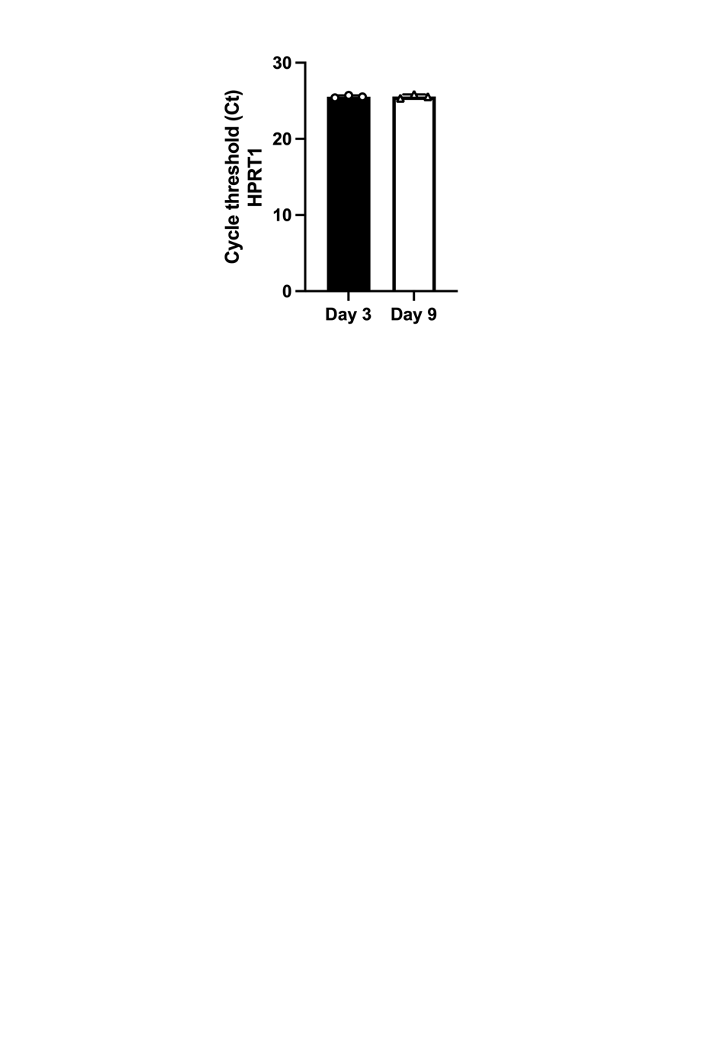

**Figure S1.** Cycle threshold (Ct) values for HPRT1 on day 3 and day 9 of spheroid cell culture. HPRT1 expression was stable, with no significant differences between the 2 time points. Data are derived from 3 independent experiments performed in duplicate and expressed as mean ± SD. Unpaired t-test was used for statistical analysis.

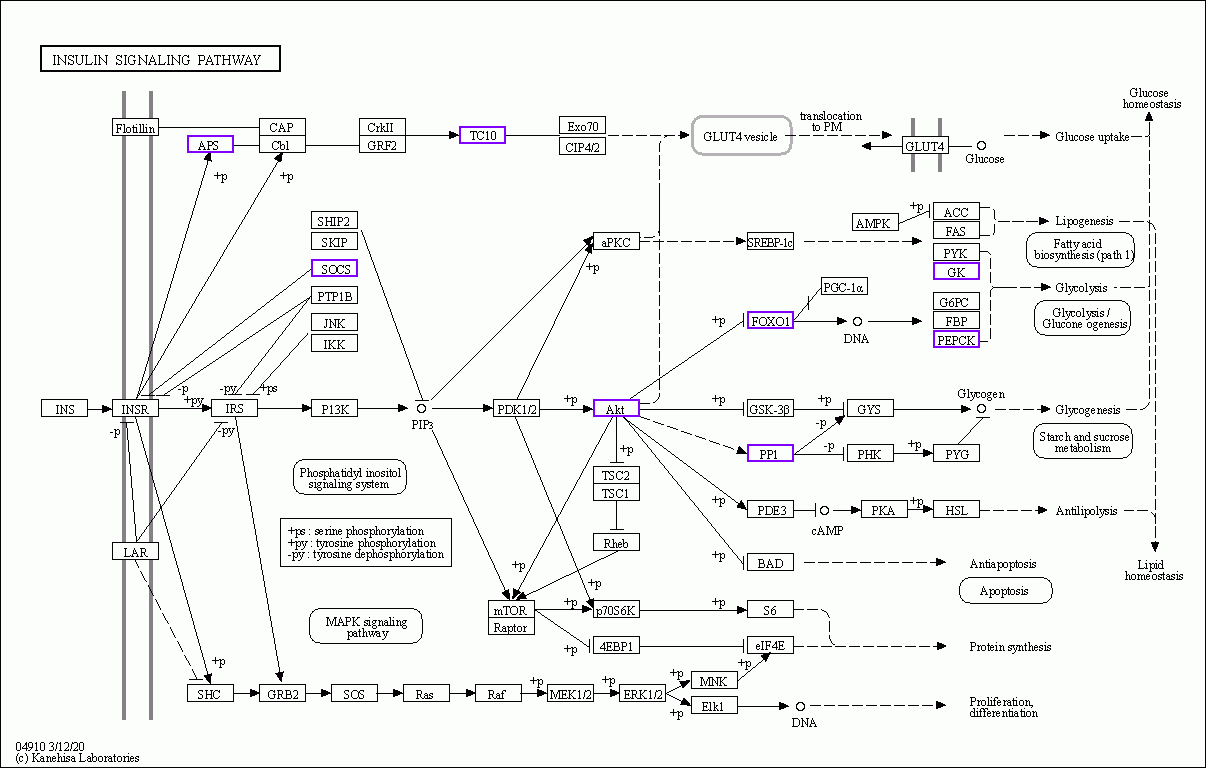

**Figure S2.** Schematic representation of the insulin signaling pathway (KEGG pathway map 04910) following 144 hours of exposure to TPN 1%. Differentially expressed genes are indicated in purple.

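A node of a KEGG map stands for a gene or for a family of genes that act alike, so a marked node can cover several genes. Matching the nodes marked in Fig. S2 to genes by name gave 15 genes, 12 of them tested. At 144 h, 7 were DEGs, 5 higher and 2 lower in exposed spheroids, and the adjusted p value was below 0.05 for 10 over all genes and for 10 when adjusted over the list alone. The median log2 fold change of the list was 0.26 at 144 h (from -0.84 to 1.03, camera adjusted p = 0.321) and -0.0059 at 24 h (camera adjusted p = 0.786). Since the nodes were marked on these same samples, such lists are no independent evidence.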

**
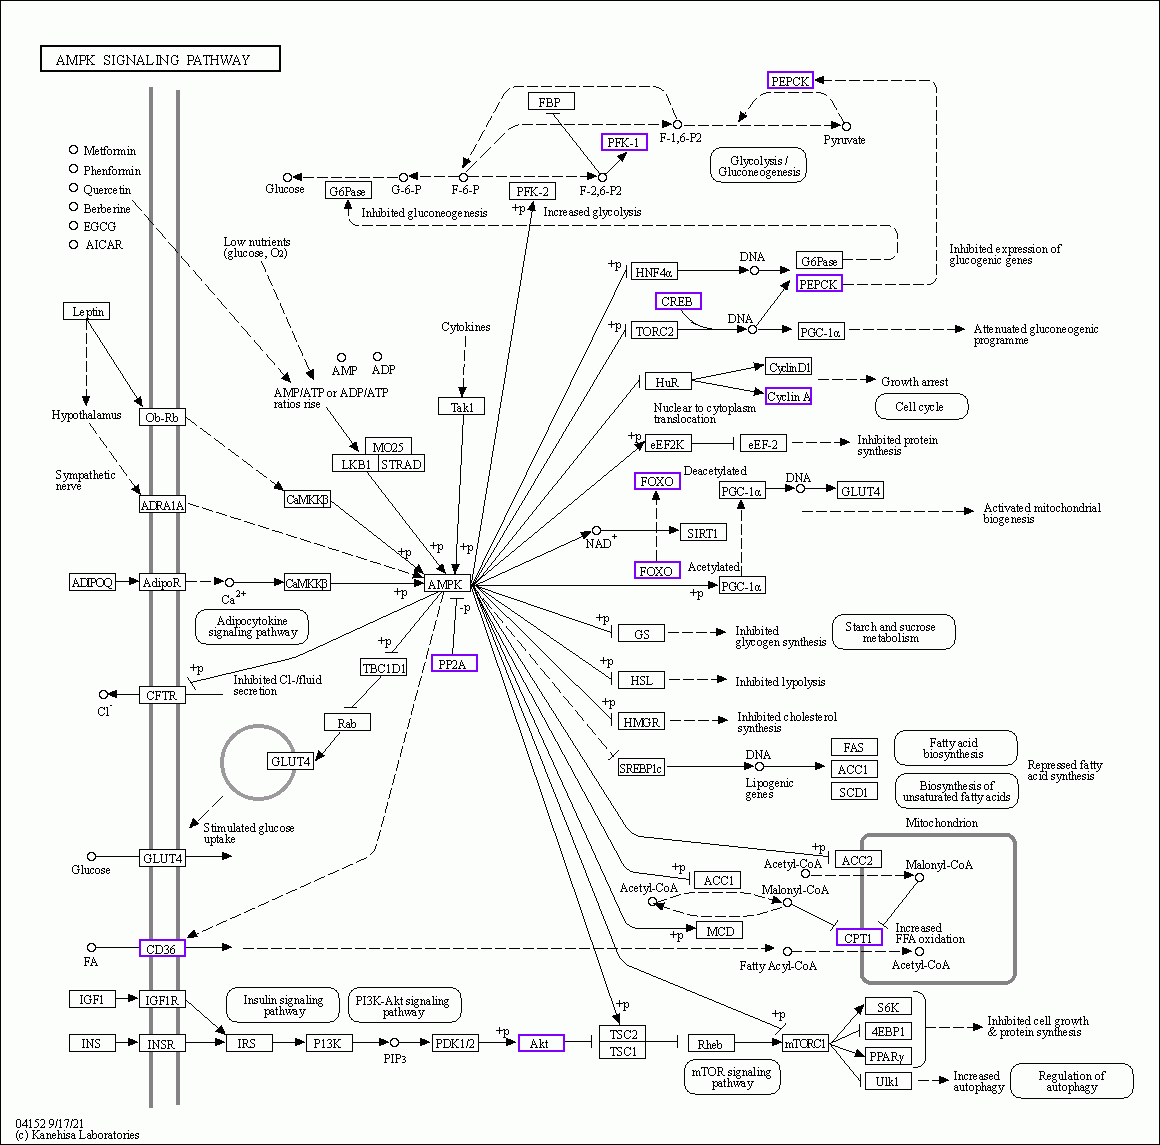
**

**Figure S3.** Schematic representation of the AMPK signaling pathway (KEGG pathway map 04152) following 144 hours of exposure to TPN 1%. Differentially expressed genes are indicated in purple.

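AMPK is a kinase that senses low cellular energy, and its map joins lipid, glucose and protein metabolism. By name, the nodes marked in Fig. S3 correspond to 23 genes, of which 19 were tested. DEGs at 144 h were 8 of these, 5 with higher and 3 with lower expression, while 16 had an adjusted p value below 0.05 over all genes and 16 when adjusted over the list alone. Over the list, log2 fold changes at 144 h ran from -0.84 to 1.01 with a median of -0.039 (camera adjusted p = 0.768), and the median at 24 h was -0.011 (camera adjusted p = 0.687).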

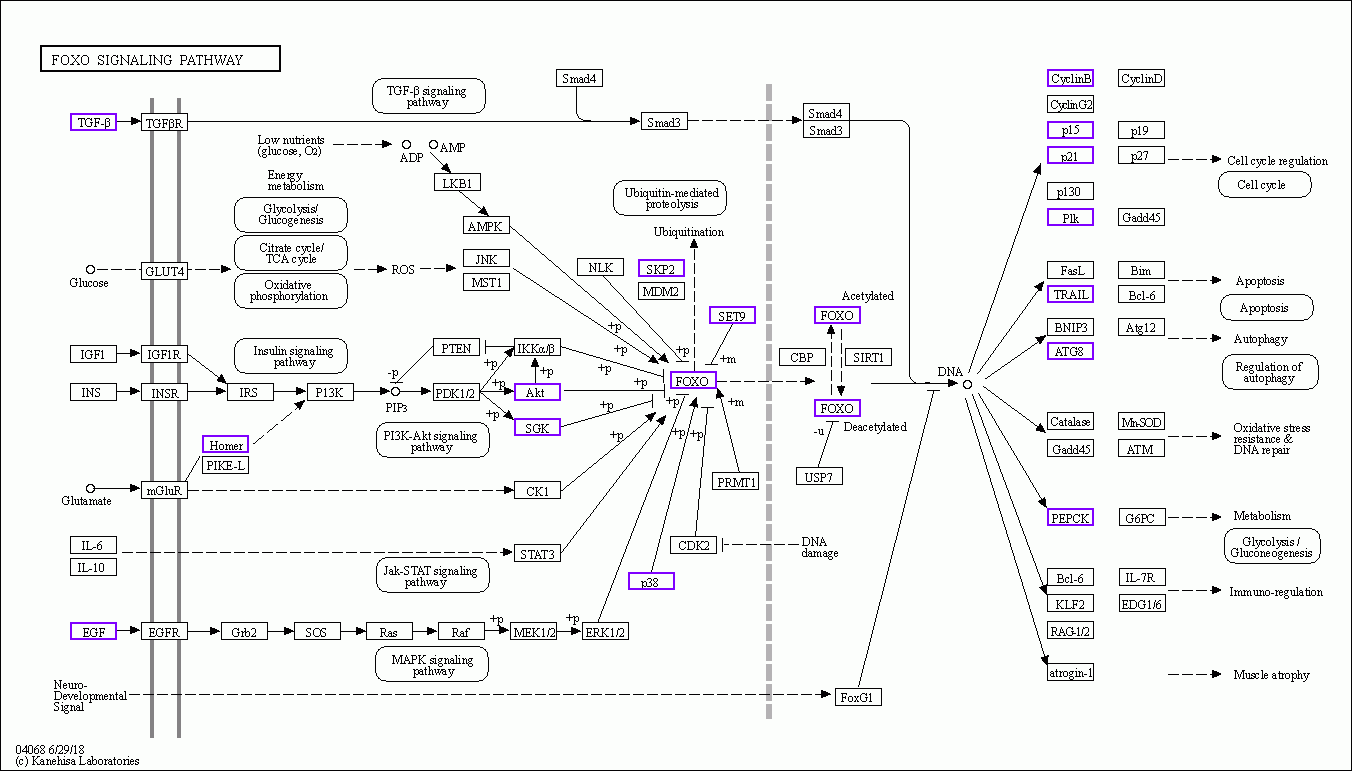

**Figure S4.** Schematic representation of the FoxO signaling pathway (KEGG pathway map 04068) following 144 hours of exposure to TPN 1%. Differentially expressed genes are indicated in purple.

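The FoxO map places FoxO transcription factors between insulin signaling, the cell cycle, stress resistance and gluconeogenesis. The marked nodes of Fig. S4 were read as 36 genes, and 30 of these were tested. Exposure for 144 h gave 11 DEGs among them (7 higher, 4 lower), with 25 at an adjusted p value below 0.05 over all genes and 25 when adjusted over the list alone. Camera gave an adjusted p of 0.333 at 144 h, where the median log2 fold change was 0.18 (from -0.84 to 1.22), and of 0.687 at 24 h, where it was -0.012.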

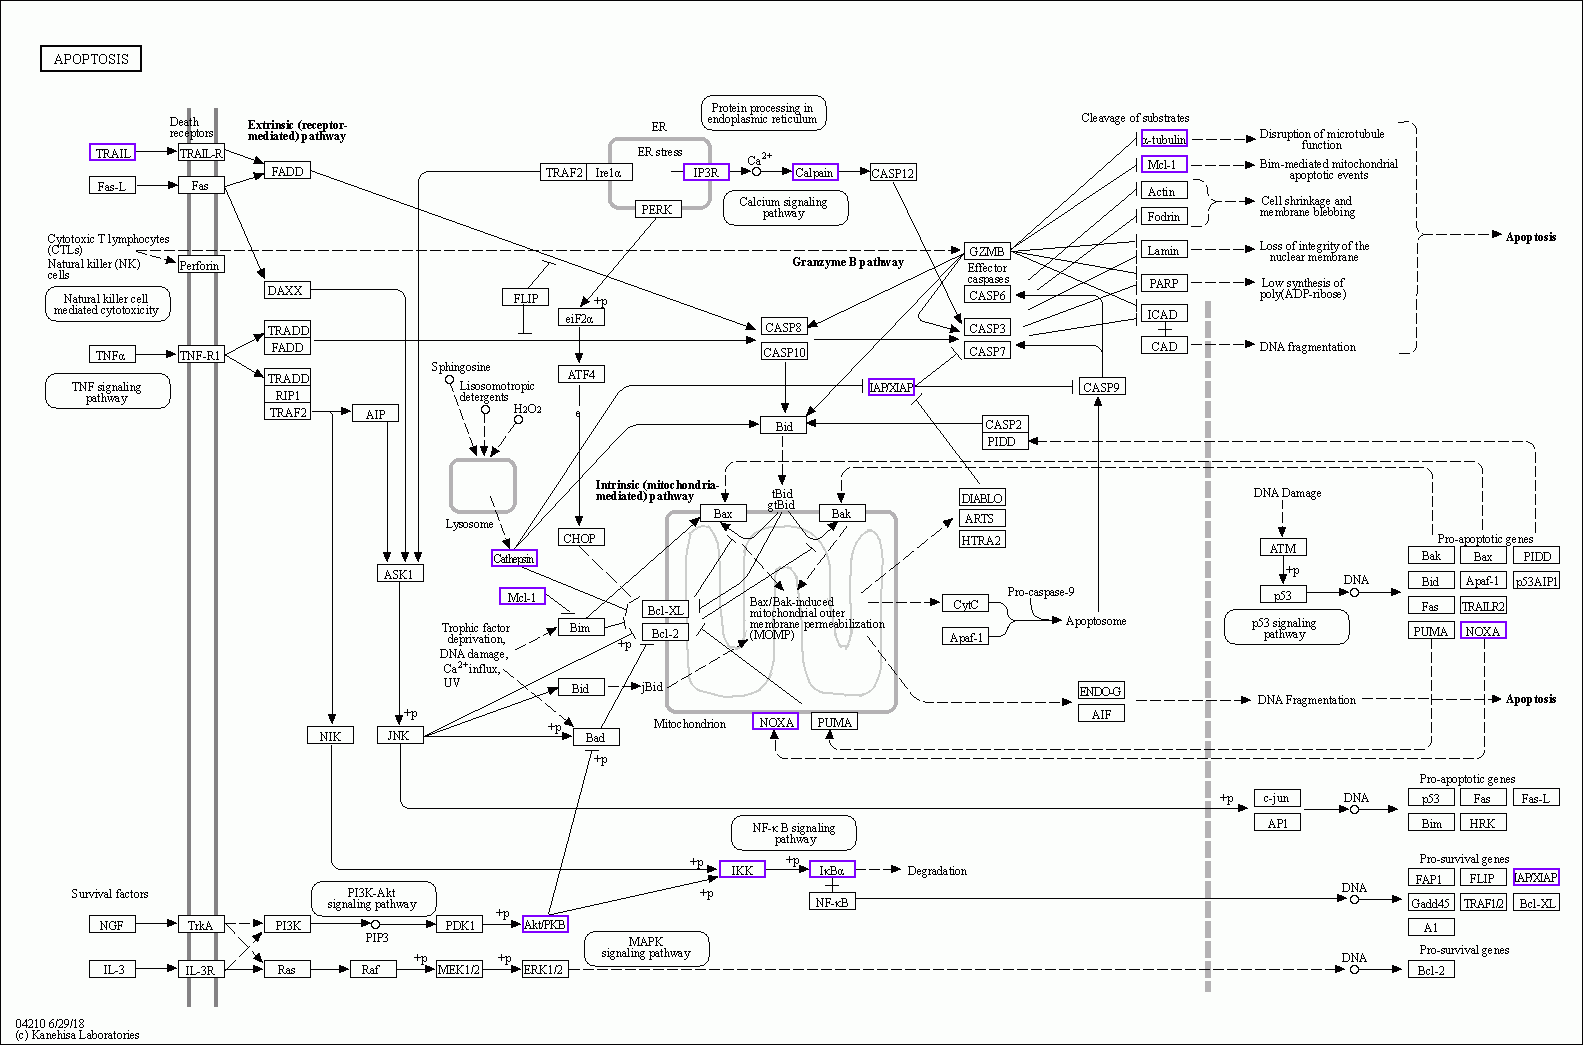

**Figure S5.** Schematic representation of apoptosis pathway (KEGG pathway map 04210) following 144 hours of exposure to TPN 1%. Differentially expressed genes are indicated in purple.

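The apoptosis map holds death receptors, mitochondrial regulators, proteases and inhibitors, so a marked node can act for or against cell death. Matching the nodes marked in Fig. S5 to genes by name gave 27 genes, 26 of them tested. At 144 h, 8 were DEGs, 5 higher and 3 lower in exposed spheroids, and the adjusted p value was below 0.05 for 16 over all genes and for 16 when adjusted over the list alone. The median log2 fold change of the list was 0.016 at 144 h (from -0.80 to 1.33, camera adjusted p = 0.198) and 0.017 at 24 h (camera adjusted p = 0.818).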

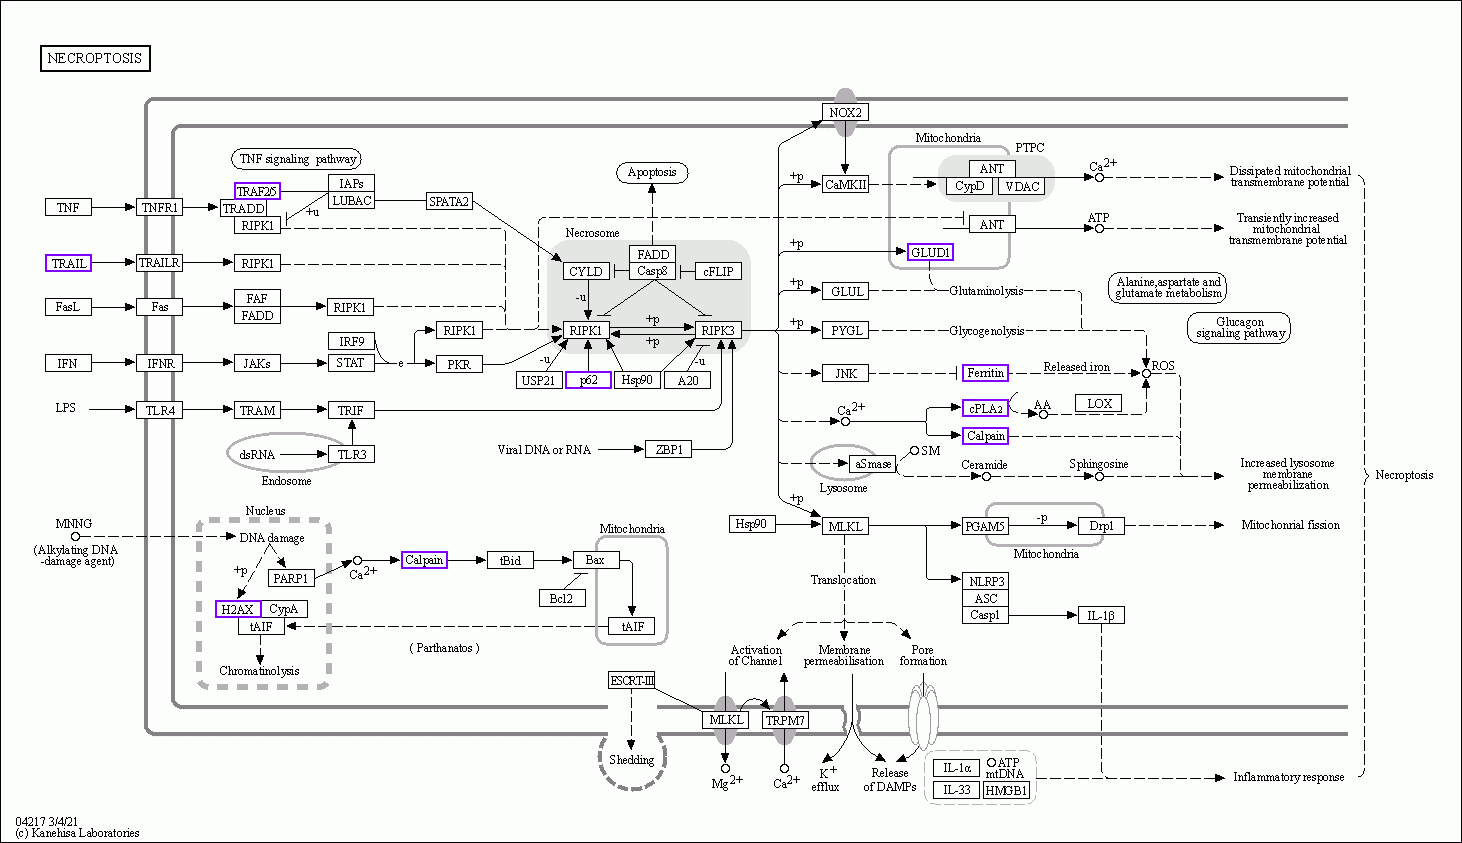

**Figure S6.** Schematic representation of necroptosis pathway (KEGG pathway map 04217) following 144 hours of exposure to TPN 1%. Differentially expressed genes are indicated in purple.

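Necroptosis is a regulated form of necrosis that the kinases RIPK1 and RIPK3 start. By name, the nodes marked in Fig. S6 correspond to 14 genes, of which 11 were tested. DEGs at 144 h were 6 of these, 5 with higher and 1 with lower expression, while 8 had an adjusted p value below 0.05 over all genes and 8 when adjusted over the list alone. Over the list, log2 fold changes at 144 h ran from -0.59 to 1.44 with a median of 0.12 (camera adjusted p = 0.159), and the median at 24 h was 0.14 (camera adjusted p = 0.0152).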

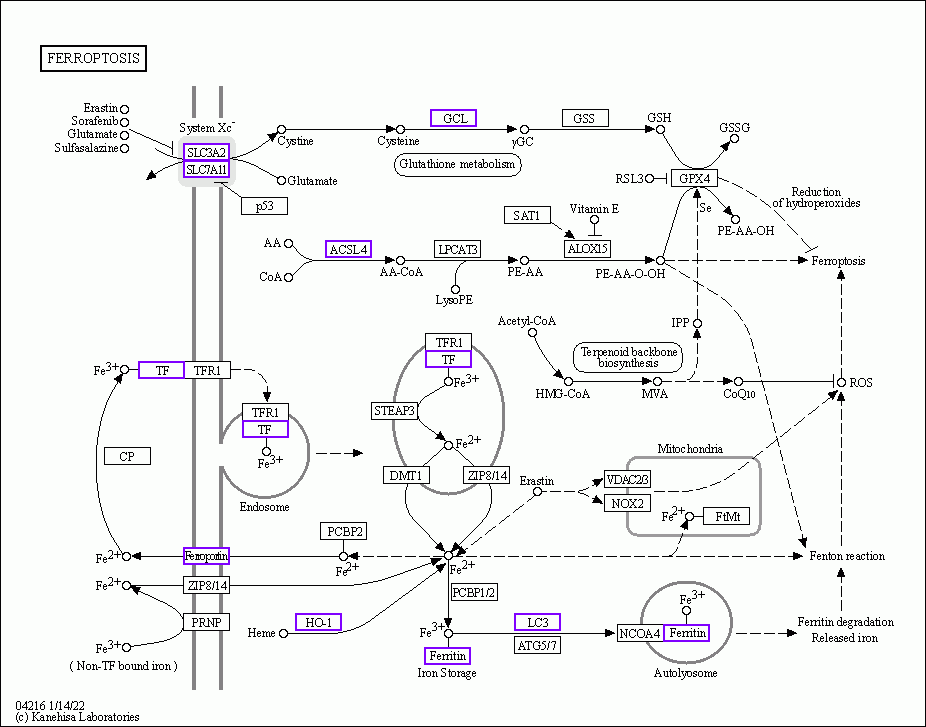

**Figure S7.** Schematic representation of ferroptosis pathway (KEGG pathway map 04216) following 144 hours of exposure to TPN 1%. Differentially expressed genes are indicated in purple.

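The ferroptosis map holds the import, storage and export of iron, glutathione synthesis and lipid peroxidation. The marked nodes of Fig. S7 were read as 13 genes, and 12 of these were tested. Exposure for 144 h gave 11 DEGs among them (10 higher, 1 lower), with 11 at an adjusted p value below 0.05 over all genes and 11 when adjusted over the list alone. Camera gave an adjusted p of 6.75e-08 at 144 h, where the median log2 fold change was 0.97 (from -0.59 to 2.14), and of 3.55e-12 at 24 h, where it was 0.38.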

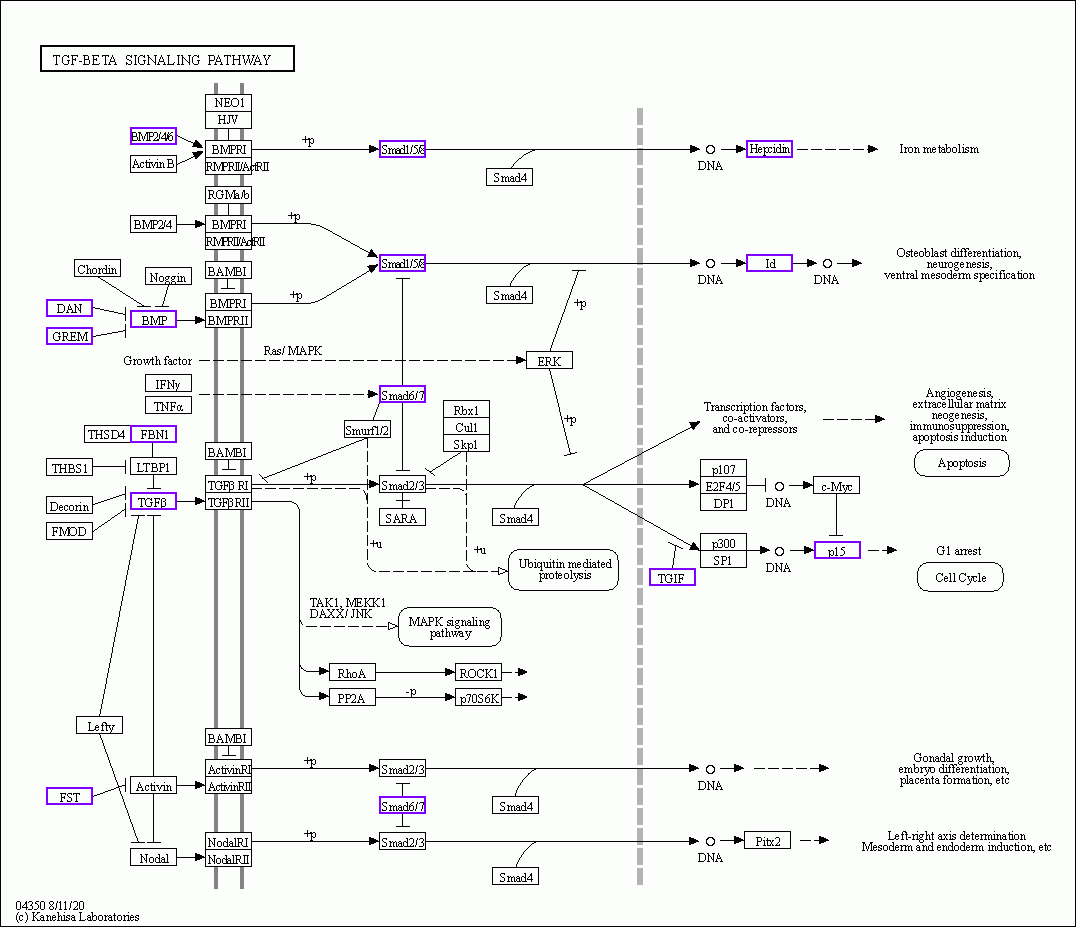

**Figure S8.** Schematic representation of the TGF-β signaling pathway (KEGG pathway map 04350) following 144 hours of exposure to TPN 1%. Differentially expressed genes are indicated in purple.

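The TGF-β map joins the BMP receptors with their ID targets and the TGF-β and activin receptors. Matching the nodes marked in Fig. S8 to genes by name gave 26 genes, 19 of them tested. At 144 h, 12 were DEGs, 5 higher and 7 lower in exposed spheroids, and the adjusted p value was below 0.05 for 16 over all genes and for 17 when adjusted over the list alone. The median log2 fold change of the list was -0.31 at 144 h (from -2.56 to 1.44, camera adjusted p = 0.332) and -0.089 at 24 h (camera adjusted p = 7.23e-05).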

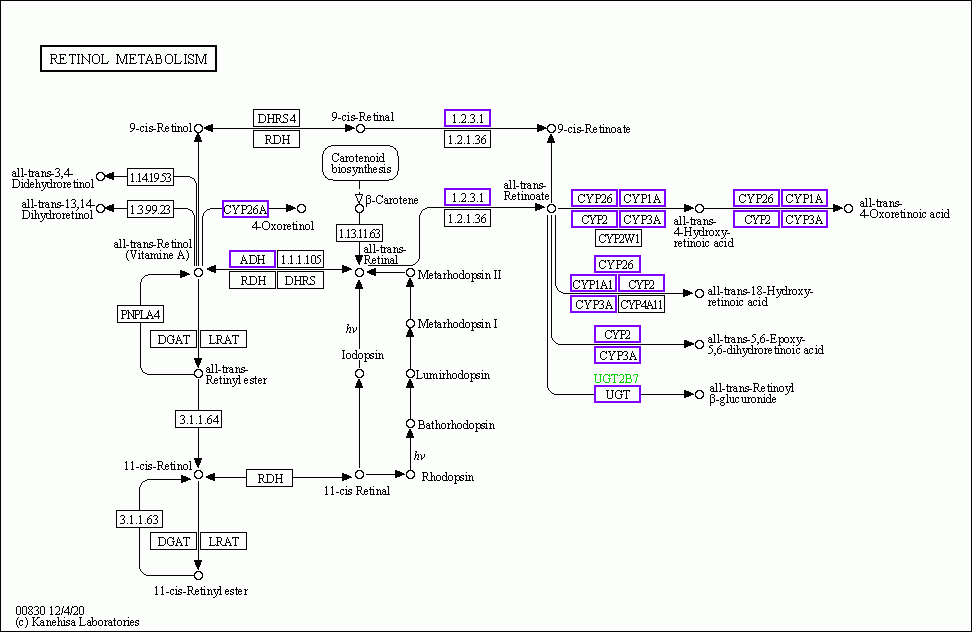

**Figure S9.** Schematic representation of retinol metabolism (KEGG pathway map 00830) following 144 hours of exposure to TPN 1%. Differentially expressed genes are indicated in purple.

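The retinol map holds the enzymes that interconvert and break down retinol, retinal and retinoic acid, and many nodes are cytochrome P450 or UGT families whose members share sequence. By name, the nodes marked in Fig. S9 correspond to 25 genes, of which 13 were tested. DEGs at 144 h were 9 of these, 8 with higher and 1 with lower expression, while 11 had an adjusted p value below 0.05 over all genes and 11 when adjusted over the list alone. Over the list, log2 fold changes at 144 h ran from -0.66 to 3.41 with a median of 0.79 (camera adjusted p = 0.0101), and the median at 24 h was 0.035 (camera adjusted p = 0.668). The call at 144 h was lost with no filter and with the correlation estimated from the data. Over all alternatives the median at 144 h ran from 0.13 to 0.85 and the adjusted p value reached 0.0798.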

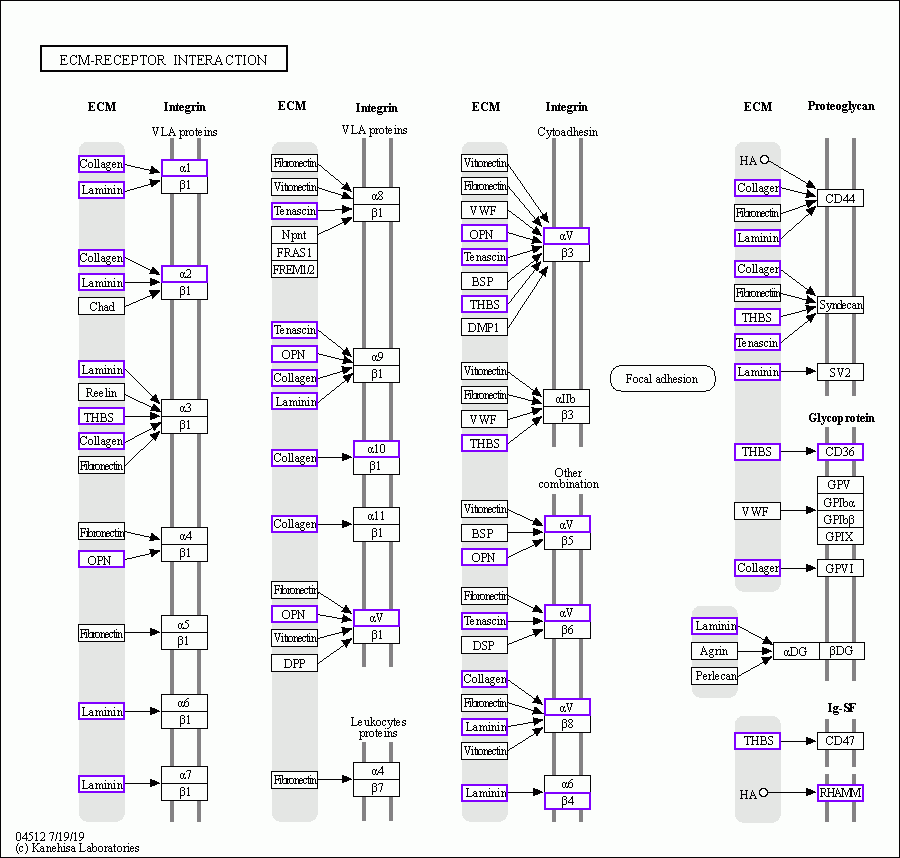

**Figure S10.** Schematic representation of extracellular matrix (ECM)-receptors interactions (KEGG pathway map 04512) following 144 hours of exposure to TPN 1%. Differentially expressed genes are indicated in purple.

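ECM-receptor interaction is the KEGG map of matrix proteins such as collagens and of the integrins and other receptors that bind them. The marked nodes of Fig. S10 were read as 37 genes, and 26 of these were tested. Exposure for 144 h gave 16 DEGs among them (7 higher, 9 lower), with 23 at an adjusted p value below 0.05 over all genes and 23 when adjusted over the list alone. Camera gave an adjusted p of 0.558 at 144 h, where the median log2 fold change was 0.14 (from -1.75 to 1.79), and of 0.115 at 24 h, where it was -0.083.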

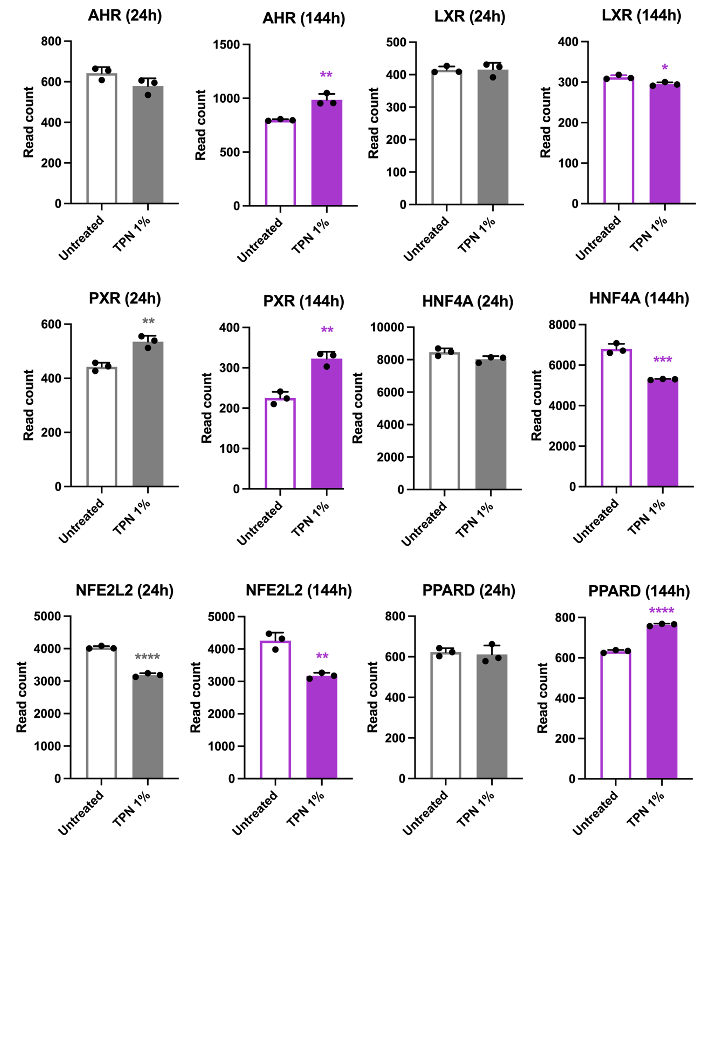
**Figure S11.** The mRNA levels of nuclear receptors and transcription factors involved in molecular initiating events of steatosis, after 24 hours or 144 hours of exposure to TPN 1%. AHR - aryl hydrocarbon receptor; LXR - liver X receptor; PXR - pregnane X receptor; HNF4A - hepatocyte nuclear factor 4 alpha; NFE2L2 - nuclear factor erythroid 2-related factor 2; PPARD – peroxisome proliferator-activated receptor delta. Read count values derived from RNA sequencing analysis from 3 independent experiments are expressed as mean ± SD. Unpaired t-test was used for statistical analysis; * p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

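RNA was measured in 12 libraries of human liver spheroid co-cultures of C3A and LX-2 cells, 3 replicates in each of the groups untreated 24 h, 1% TPN 24 h, untreated 144 h and 1% TPN 144 h. The authors sequenced on the DNBSEQ platform, filtered reads with SOAPnuke v1.5.2, mapped them with HISAT2 v2.0.4 to GRCh38.p13 and with Bowtie2 v2.2.5 to reference transcripts, and calculated FPKM values with RSEM v1.2.8. The values used here are these FPKM values as deposited by the authors, rounded to 2 decimals, 1 column per library, with the gene number, symbol, coordinates and KEGG annotation of each gene taken from the same table. The table holds 16705 genes, 37 of which are 0 in every library, and between 2007 and 2371 genes are 0 in a given library. No further scaling was applied. The paper's differential expression used DESeq2, which needs read counts, and these were not used here.

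Depth was estimated from the steps of low FPKM values in short genes, at 1.80e+07 fragments per library (1.76e+07 to 1.86e+07), with transcript lengths from GENCODE v44. The deepest library had 1.055 times the depth of the shallowest, and the mean depth at 144 h was 1.01 times that at 24 h. The pseudocount of 0.1 corresponds to 3.1 fragments on a transcript of 2000 bases, so changes of genes around or below the filter of 0.5 FPKM rest on few fragments.

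Genes with a mean FPKM of at least 0.5 over the 12 libraries (11713) were tested as log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3, with lmFit for the 4 groups and eBayes with an intensity trend. The contrasts were exposed against untreated at 24 h and at 144 h, the difference between these contrasts, and untreated 144 h against untreated 24 h. DEGs had a Benjamini-Hochberg adjusted p value below 0.05 and an absolute log2 fold change above 0.58. KEGG pathways with at least 5 genes tested were examined with a one-sided hypergeometric test against the 5065 annotated genes tested, and p values were adjusted over 346 pathways. Of 36 gene lists, 31 had at least 5 genes tested and were examined with camera at a correlation of 0.01, and 5 had too few. Genes of Fig. S11 were also compared with an exact permutation test of 3 against 3 values, which has 20 arrangements. Genes are named when the paper names them, when they belong to the nodes marked in Figs. S2 to S10 or to a gene list, or when they are among the 5 that rose most or the 5 that fell most in a comparison, out of DEGs whose groups did not overlap. Some genes that meet these criteria are not reported here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 served for tables and figures.

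The procedure was tested on simulated data of the same design. Of 200 genes changed at 144 h, 200 were recovered with 1 false call among 11713 genes, and with no change at 24 h there were 0 calls. All simulated changes were larger than the fold-change threshold, avoided the genes closest to the filter and had noise independent between genes. Recovery of smaller changes was not tested. A pathway given 20 of these 200 genes ranked 1 of 346 in the KEGG test. In all, 104 pathways were called, and 2 of them held none of these 20 genes. With an added GC trend, 1212 genes were called, and 202 after the trend was removed. Alternatives changed the pseudocount (1 or 0.01), the filter (none, or a mean FPKM of at least 5), the scaling (libraries summing to the same total, median ratio or quantile normalization), the libraries in the model, the trend, the fold-change threshold, the background and the set test, and left out each library in turn. The 2 alternatives that removed the trend with GC content and transcript length, known for 11590 genes, or the 10 most abundant genes before scaling were added after seeing the data. qPCR, viability, imaging and biochemical assays of the paper were not analysed here.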

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

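In this part, the tests of replicate spread, of depth in untreated libraries, of single named genes, and of lists without paralogous genes or without HAMP were set before their results were seen, and all other tests were chosen after the result was seen.

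The effect of TPN differed between 24 h and 144 h in 687 genes by the interaction test. Scaling by the median ratio gave 692 genes, removal of the trend with GC content and transcript length 681, and removal of the 10 most abundant genes before scaling 684, which argues against each of these as the whole cause. Among the 8337 genes with a mean FPKM of at least 5, 3.38% were called (282 genes) against 5.87% of all genes tested, so genes near the lower limit raise the share and do not account for all of it. Libraries at 144 h had 1.01 times the depth of those at 24 h, and the median SD between replicates was 1.12 times as large at 144 h (0.0723 against 0.0647), so neither a deeper sequencing nor a smaller spread at 144 h accounts for the difference. Of 100 combinations of regrouped libraries, 10 gave at least 687 genes. All 10 kept the real groups at 144 h, and combinations with neither real grouping gave at most 0 genes, where the real grouping called 3565 at an adjusted p value below 0.05 alone and had 4827 genes at an unadjusted p value below 0.05. Regrouping therefore leaves open how far the count reflects the large effect at 144 h by itself. The design joins length of exposure with age of the culture, and the difference between these biological explanations was not tested.

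By the same interaction, 8 of 31 gene lists differed between the time points. Their median differences, 144 h minus 24 h, were -0.20 for cholesterol synthesis, -0.25 for lipogenesis, 0.53 for the ferroptosis nodes, 0.63 for the retinol nodes, 0.46 for NRF2 targets, 0.30 for PPAR targets, -0.42 for proliferation genes and 0.56 for PXR targets. The ferroptosis and retinol nodes were taken from genes that the paper marks as DEGs at 144 h in these same samples, so a larger effect at 144 h is partly built into their selection, and they are no evidence for a difference between the time points. Under median-ratio scaling 8 of these 8 lists kept their call, and 8 also without the trend with GC content and length. With the correlation between genes estimated from the data, 5 of 31 lists were called, and cholesterol synthesis, lipogenesis and PPAR targets were lost. Reads shared between paralogs were tested on NRF2 targets, where the median difference was 0.32 in the 13 genes without aldo-keto reductases and ferritins. Of the 100 regroupings, 18 gave at least 8 lists, of which 8 kept the real groups at 144 h, 8 those at 24 h alone and 2 neither. Every regrouping keeps part of the treatment effect, so this leaves open whether the number of lists could arise without a difference between the time points. A longer exposure or an older culture remain untested explanations.

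Single genes past both thresholds of the interaction numbered 45 among those named. Of these, 45 kept their direction and an adjusted p value below 0.05 under median-ratio scaling, 45 without the GC and length trend and 43 with a pseudocount of 1, which argues against scaling, GC content and values near the lower limit for most of them. Differences above 0, in which the log2 fold change was higher at 144 h, were HMOX1 0.60, FTH1 0.79, SLC40A1 0.83 and TXNRD1 0.66 among genes of iron and redox metabolism, BMP6 0.89, TGFB1 0.68, CD36 0.70, CIDEC 0.84, ANGPTL4 0.81, PCK1 1.15, SOCS3 1.27, CDKN1A 1.06, PFKP 0.77 and CREB3L3 0.73 among genes of growth factors, lipid and glucose metabolism, and CAPN2 1.19, CTSL 0.90 and TUBA1A 1.33 among nodes of the apoptosis map. Others were UGT1A1 2.98, CYP2B6 1.10, ADH4 0.84, CYP1A1 1.18, AOX1 0.75 and CRABP2 2.01 of retinol metabolism and binding, SPP1 1.34, ITGA1 1.09, ITGA2 0.70, ITGAV 0.69, ITGB4 0.86 and COL6A2 0.87 of the ECM, and TSACC 1.41, NRP2 1.10, TINAG 2.65, ALDH3A1 2.80, PTGR1 1.87, IGFBP3 1.19 and IL11 1.10. Differences below 0 were COL1A1 -1.25, COL2A1 -1.43, COL3A1 -1.22, THBS2 -0.88, TGFBI -0.68, ANKRD1 -0.63, H3C3 -2.46, ADAMTS13 -1.71 and H2AC20 -1.77.

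Some of these 45 calls depend on the pseudocount or on single libraries. With a pseudocount of 1, COL3A1 had a difference of -0.27 (adjusted p 0.0952, the highest over all its alternatives) and THBS2 of -0.14 (0.301, also the highest), and IL11 had 0.89 with a pseudocount of 0.01 (0.161, the highest), so these genes are not called under every pseudocount. COL6A2, CD36 and NRP2 fell below the fold-change threshold with a pseudocount of 1, with 0.52, 0.57 and 0.44. CRABP2 lost its adjusted p value below 0.05 in 13 of 21 alternatives, among them 8 of the 12 fits that left out one library, with differences from 1.42 to 2.54 over the 12 fits, and TSACC in 4, without untreated replicate 3 or exposed replicate 1 of 24 h or exposed replicate 1 or 3 of 144 h, with 1.32, 1.23, 1.26 and 1.24. HMOX1 fell below the fold-change threshold without untreated replicate 3 or exposed replicate 2 of 24 h, untreated replicate 1 or exposed replicate 3 of 144 h, with differences of 0.56 to 0.57, and under quantile normalization with 0.46, and ANKRD1 without exposed replicate 2 of 24 h or exposed replicate 3 of 144 h, with -0.51 and -0.47, and without the GC and length trend, with -0.56. Reads of H3C3, H2AC20, UGT1A1 and FTH1 can be shared with paralogs or overlapping genes, which was not tested for single genes.

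Untreated spheroids, whose RNA sequencing the paper does not compare over time, differed between 144 h and 24 h in 2230 genes. Median-ratio scaling gave 1869 genes, removal of the GC and length trend 1835 and removal of the 10 most abundant genes 2220, and the depth of untreated libraries at 144 h was 1.02 times that at 24 h, so none of these accounts for the number. The balance of directions depends on the fold-change threshold and on scaling. As deposited, 35.7% of the 2230 genes rose. The share was 27.8% with no fold-change limit and 59.4% with an absolute log2 fold change above 1. The median over all genes tested was -0.18. At the main threshold, 65.8% rose under median-ratio scaling and 65.2% without the GC and length trend. Median-ratio scaling and removal of the trend also move the centre of all genes, which shifts the balance by itself. Scaling of the FPKM values, a GC and length trend and a true excess of falling genes therefore cannot be told apart, since no measure of total RNA per spheroid is at hand. Of the 10 splits of the 6 untreated libraries, 1 gave as many genes, which is the smallest number that 3 against 3 libraries allow. Culture age from day 4 to day 9 is the biological explanation that the design offers, and it was not tested apart from a difference in handling between the days.

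With time in untreated spheroids, 11 of 31 lists were called, with medians to be read against the shift of all genes. They were 1.49 for hypoxia, 0.97 for ATF4 targets, 0.55 for iron, 0.46 for the unfolded protein response, 0.26 for targets of BMP and SMAD, 0.22 for the TGF-β nodes, 0.19 for the insulin nodes, -0.39 for cholesterol synthesis, -0.49 for lipogenesis, -0.62 for proliferation and -1.91 for stellate cell markers. The sign of each median held under median-ratio scaling, without the GC and length trend and without the 10 most abundant genes, whereas quantile normalization and rescaling to one total were not run for lists. Under median-ratio scaling 8 of the 11 kept their call, and 3, the targets of BMP and SMAD, the insulin nodes and the TGF-β nodes, lost it. Without the GC and length trend 8 were kept, and 3, cholesterol synthesis, the insulin nodes and the TGF-β nodes, were lost. For the lists lost, scaling or the GC and length trend may account for the call. Cholesterol synthesis was also lost without untreated replicate 2 of 24 h (adjusted p 0.0569, with 1.80e-06 to 0.564 over all alternatives). With estimated correlation 0 of 31 lists were called, with 7 at an unadjusted p value below 0.05 under the same correlation. Of the 10 splits, 1 gave as many lists, and the next gave 9.

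A smaller share of LX-2 RNA is a candidate explanation for the fall of the stellate cell list. Of the 16 members tested, 3 did not fall past both thresholds. These were ACTA2, PDGFRB and AXL, with log2 fold changes of -0.27, -0.0075 and 1.33. Which cell line their RNA comes from is not known, so these genes do not decide whether a smaller share is the whole cause. The other 13 members fell, and for these a smaller share of LX-2 RNA and a lower expression within LX-2 cells cannot be told apart, since no library of either line alone was analysed. Among these 13, 2 rise under TPN at 144 h with an adjusted p value below 0.05 (COL6A1 and COL6A2) and 6 fall. Whether C3A cells express COL6A1 and COL6A2 was not tested. A smaller LX-2 share therefore stays open as a cause of the lower collagen expression under TPN. The most abundant of the 13 were S100A4 and SPARC, at 229 and 41.8 FPKM in untreated spheroids at 24 h, and whether C3A cells express them was not tested.

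Genes named over time in untreated spheroids were IGFBP3 4.98, TFF1 4.13, IL11 3.89, OSCAR 3.84, NDRG1 2.60, VEGFA 2.25, CA9 2.11 and HAMP 1.51, which rose, and LDHB -3.13, CAV1 -3.06, TMSB4X -3.04, GSTP1 -2.98, ATF7-NPFF -2.94, COL1A1 -2.93, THY1 -2.66, COL3A1 -2.59, TAGLN -2.11, MKI67 -0.80 and APOB -0.66, which fell. SPRR2D is listed at 0 in the 3 untreated libraries of 24 h and averaged 2.19 FPKM at 144 h, and its fitted value of 4.50 depends on the pseudocount. Of these 20 genes, 20 kept direction and an adjusted p value below 0.05 under median-ratio scaling, 20 without the GC and length trend and 20 with a pseudocount of 1. Scaling, GC content and values near the lower limit are thereby argued against. APOB fell below the fold-change threshold without untreated replicate 3 of 144 h, with -0.53, and under median-ratio scaling, with -0.48. ATF7-NPFF is a readthrough gene whose reads can be shared with its neighbours, and this was not tested. VEGFA, NDRG1 and CA9 belong to the hypoxia list, and a lower oxygen supply in older spheroids is an untested explanation.

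Further lists changed under TPN in ways the paper does not describe. NRF2 targets, where the paper speaks of suppression of NRF2 itself, had medians of 0.91 at 24 h and 1.29 at 144 h, against 0.92 and 1.29 under median-ratio scaling, 0.93 and 1.33 without the GC and length trend, and 0.91 and 1.01 without aldo-keto reductases and ferritins. Proliferation genes had -0.14 and -0.56, against -0.14 and -0.56 under median-ratio scaling and -0.14 and -0.55 without the trend. Targets of BMP and SMAD had -0.72 at 24 h, against -0.72 and -0.71 under these alternatives and -0.68 over 7 genes without HAMP. Scaling, GC content, paralogs and HAMP alone are thus argued against as the whole cause. A response to TPN stays open as a hypothesis, with components of the mixture not tested apart.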

How the results depend on the processing

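Each result was recomputed under alternatives that change one choice at a time. Those removing the GC and length trend or the 10 most abundant genes were chosen after seeing the data. Over all alternatives other than leaving out a library, an overall result moved in 41 instances and stayed in 104. Leaving out a library moved it in 8 instances, all of them for KEGG enrichment at 24 h, and left it in 160.

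With a pseudocount of 1 there were 58 DEGs at 24 h, 698 at 144 h and 435 genes for the difference between them, and with a mean FPKM of at least 5 there were 59, 523 and 282, with 1337 genes for time in untreated spheroids. The stricter filter tests fewer genes, and a larger pseudocount shrinks the fold changes of genes with low FPKM. Without a fold-change limit the numbers were 1230, 6144, 3565 and 8498, and with an absolute log2 fold change above 1 they were 30, 326, 213 and 626, by construction of the thresholds. At both time points, and for both other contrasts, rescaling, median-ratio and quantile scaling, no filter, a pseudocount of 0.01 and a fit without trend kept each count within 1.5 times its value. Leaving out each library in turn gave 102 to 119 DEGs at 24 h, 1068 to 1150 at 144 h, 647 to 696 genes for the difference and 2193 to 2293 for time.

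No KEGG pathway passed at 24 h (0, with 16 at an unadjusted p value below 0.05), whereas 2 passed with a pseudocount of 1, 6 with no filter, 5 without a fold-change limit, 13 with camera, 91 with fry for direction and 334 with fry for mixed directions, and 0 to 3 across the 12 fits that each left out one library. Those fits gave 1 without untreated replicate 3 of 24 h or without untreated replicate 1 or 3 of 144 h, 3 without exposed replicate 2 of 24 h, 0 without untreated replicate 2 of 144 h or an exposed replicate of 144 h, and 2 in each other case. At 144 h, 18 pathways became 3 with all annotated genes of the table as background, 251 with fry for direction and 346 with fry for mixed directions, and 14 to 22 across fits without one library. Fry tests whether a set changes at all, and 6144 genes had an adjusted p value below 0.05 at 144 h. Elsewhere the cause was not tested.

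Lists called at 24 h fell from 14 to 5 with estimated correlation. At 144 h they went from 8 to 26 with fry and 3 with estimated correlation, for the difference from 8 to 20 and 5, and for time from 11 to 28 and 0 (7 at an unadjusted p value below 0.05 with estimated correlation). A larger estimated correlation between genes widens the error of camera by construction. Without one library, 12 to 14 lists were called at 24 h, 8 at 144 h in each fit, 8 to 9 for the difference and 10 to 12 for time. The selenoprotein list at 144 h had the opposite direction with fry (adjusted p 8.98e-05, median -0.13), and the cause was not tested.

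Mean correlation within groups at 24 h, 0.995, was 0.998 with Spearman correlation, 0.998 with a pseudocount of 1 and 0.974 over the 1000 genes with the highest variance. At 144 h these values were 0.995, 0.997, 0.997 and 0.976. Clusters followed the groups in each case. The correlation of the fold changes of both time points, 0.455, became 0.512 with a pseudocount of 1 and 0.770 over the DEGs of 24 h, which selects genes with large effects, and was 0.421 to 0.462 without one library. The share of DEGs of 24 h with the same sign at 144 h, 92.5%, became 96.6% with a pseudocount of 1, and was 89.9% to 93.6% without one library. Genes of Fig. S11 with an adjusted p value below 0.05 numbered 2 at 24 h in each fit without a library and 7 to 8 at 144 h.

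Directions reversed where changes were near 0, and the cause was not tested. NR1H3 at 144 h (0.0064) became -0.0080 with libraries rescaled to one total and -0.0029 without the 10 most abundant genes, and ranged from -0.0020 to 0.015 across fits without one library, with the negative value without untreated replicate 3 of 144 h. NR1H3 at 24 h (-0.0030) ranged from -0.032 to 0.026 across such fits and PPARD at 24 h (-0.027) from -0.087 to 0.038. PPARG at 24 h (0.0075) became -0.0019 after rescaling and ranged from -0.082 to 0.11. PDGFRB over time in untreated spheroids (-0.0075) became 0.17 under median-ratio scaling, 0.067 under quantile normalization and 0.14 without the GC and length trend, and ranged from -0.023 to 0.0038 without one library.

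Apart from these, single genes changed their side of the adjusted p threshold among alternatives other than leaving out a library in 19 instances (weaker) and 5 (stronger), with 1910 unchanged, and without one library in 26 (weaker) and 1 (stronger), with 2350 unchanged. Among lists, 40 were weaker and 24 stronger with 583 unchanged, and without one library 8 were weaker and 964 unchanged. Among pathways, 18 were weaker and 105 stronger with 559 unchanged, and without one library 1 was weaker and 14 stronger with 729 unchanged. An alternative restricted to protein-coding genes was not run, because all genes of the table are typed as mRNA.

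With the replicate number as a factor (replicate block), there were 111 DEGs at 24 h, 1108 at 144 h and 1 KEGG pathway at 24 h. Residuals of libraries with the same number in different groups correlated from -0.083 to 0.15 (median 0.046), and those with different numbers from -0.24 to 0.11 (median -0.016). Correlations above 0.1 were found in 5 of 18 combinations with the same number and in 2 of 36 with different numbers. These correlations are small but leave a pairing by number open. The main model did not treat the numbers as pairs. At the estimated depth, a gene at the filter of 0.5 FPKM rests on 15.7 fragments for 2000 bases, which limits the precision of fold changes near it.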

Differences from the paper's values

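The numbers of DEGs did not differ from the paper's by more than 1.5 times. They were 107 here and 98 in the paper at 24 h, and 1110 and 1,300 at 144 h. Read by eye, about 6 DEGs of TGF-β signaling in Fig. 3E and about 46 of PI3K-Akt signaling in Fig. 3F stand against 5 and 38 here.

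Of the pathways in Fig. 3E, 0 of 30 reached Q below 0.05 here (9 at an unadjusted p value below 0.05), and of those in Fig. 3F, 6 of 31. The paper states significant enrichment of TGF-β signaling, which had Q = 0.0801 at 24 h and 0.251 at 144 h. It passed at 24 h with a pseudocount of 1, with no filter, in 5 of the fits that left out one library, with camera and with fry, and at 144 h with fry for direction or mixed directions. The paper further calls apoptosis, necroptosis and ferroptosis enriched, without a time point. Apoptosis and necroptosis had Q = 1 at 24 h, and 1 and 0.970 at 144 h. They passed at 24 h with fry for mixed directions, and at 144 h with fry for direction or mixed directions. Ferroptosis passed at 144 h (Q = 0.00631). At 24 h it had Q = 0.0801 and passed with a pseudocount of 1, with no filter, without exposed replicate 2 of 24 h (0.0394), without a fold-change limit, with camera and with fry.

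Further pathways, among others of Fig. 3F, stayed above Q of 0.05 at 144 h. FoxO signaling (1), PPAR signaling (0.410), fatty acid degradation (0.337), fatty acid biosynthesis (1), glutathione metabolism (0.235), HIF-1 signaling (0.670), MAPK signaling (0.251) and TNF signaling (0.797) passed with fry for direction or mixed directions. AMPK signaling (1) passed without a fold-change limit and with fry for direction or mixed directions, steroid biosynthesis (0.804) with camera and fry. Insulin signaling (1), cholesterol metabolism (0.605) and glycolysis (0.337) passed with fry for mixed directions, and insulin resistance (0.797) also without a fold-change limit.

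The paper's Fig. S11 shows a lower LXR expression after 144 h. Here NR1H3 was 12.0 ± 0.145 FPKM in untreated and 12.1 ± 0.0603 in exposed spheroids (log2 fold change 0.0064), with -0.0080 to 0.031 over the alternatives, and NR1H2 rose (log2 fold change 0.39). Which of these genes the figure shows is not stated. The paper speaks of decreased activation of PPARs, which mRNA levels do not measure directly. In mRNA, PPARD and PPARA rose at 144 h (log2 fold changes 0.27 and 0.13) and PPARG fell (-0.35). For PPARA the adjusted p value of 0.0406 rose above 0.05 in 11 of 22 alternatives, 6 of them without one library, with 0.0173 to 0.168 over all alternatives.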

Other observations

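Except where stated otherwise, the tests in this part were chosen after the result was seen.

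Other splits of the libraries were counted for results with 3 against 3 libraries, where the smallest possible count is 1 of 10. In simulated data 3 libraries per group sufficed for calls of changes larger than the threshold, which does not give the power of these splits. As many DEGs as in the real groups were found in 1 of the 10 splits at 24 h and in 1 of 10 at 144 h, and no other split gave a DEG (0). For KEGG enrichment it was 10 of 10 at 24 h, where the real groups gave 0 pathways (16 at an unadjusted p value below 0.05), and 1 of 10 at 144 h. For gene lists it was 1 of 10 at 24 h, with 7 lists in the next split, and 1 of 10 at 144 h, with 6. Each other split keeps 2 of 3 libraries of a group together, so part of the difference between the groups remains in it. The correlation of fold changes between the time points, 0.455, was reached by 1 of 100 combinations of splits, the real one, and the next was 0.402.

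Some markers that Fig. 1G and H measure by qPCR on days 3 and 9, and their reference gene HPRT1, were followed in untreated spheroids from 24 h to 144 h of the experiment (days 4 and 9). The largest change among those reported was in COL1A1, with a log2 fold change of -2.93 (limma adjusted p = 3.81e-10, with -3.09 to -2.47 over all alternatives for the change). APOB had -0.66 (limma adjusted p = 2.04e-05), with -0.77 to -0.48 over all alternatives, and was below the fold-change threshold under median-ratio scaling (-0.48) and without untreated replicate 3 of 144 h (-0.53). PDGFRB changed by -0.0075 (limma adjusted p = 0.932), ALB by 0.46, SLC27A2 by -0.37 and HPRT1 by 0.13 (limma adjusted p = 0.112). The changes of ALB and SLC27A2 depend on scaling, with 0.27 to 0.65 over all alternatives for ALB and -0.41 to -0.17 for SLC27A2. HPRT1 ranged from 0.064 to 0.36 (adjusted p 2.73e-04 to 0.438), with an adjusted p value below 0.05 under median-ratio scaling, quantile normalization and removal of the GC and length trend. CYP7A1 was at most 0.04 FPKM and DES at most 0.09 FPKM in any library, below the filter. ACTA2 went from 57.8 ± 0.684 to 47.9 ± 2.60 FPKM (log2 fold change -0.27, with -0.31 to -0.0022 over all alternatives), and its adjusted p value was above 0.05 under median-ratio scaling (0.0627) and without the GC and length trend (0.961), with 8.98e-06 to 0.961 over all alternatives.

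NRF2 targets rose under TPN, and a higher amount of NFE2L2 mRNA was tested as the reason. NFE2L2 changed by -0.31 at 24 h and -0.40 at 144 h, which argues against it. Control of the NRF2 protein was not measured by these libraries.

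HAMP and ID1 to ID3 fell under TPN, and less mRNA of their inducer BMP6 was tested as the reason. BMP6 rose by 1.44 on the log2 scale at 144 h, which argues against it at that time point. At 24 h BMP6 changed by 0.55 (limma adjusted p = 0.0187), a call lost without untreated replicate 1 or 3 or exposed replicate 1 or 2 (0.0518, 0.0648, 0.0791 and 0.0648, with 0.00607 to 0.144 over all alternatives).

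The mixture includes a concentrate of trace elements and fat-soluble vitamins. The paper does not list their components, and zinc and vitamin D are assumed to be among them. Zinc that enters cells was predicted to raise metallothionein genes. At 24 h, 0 of 7 rose and 0 fell with an adjusted p value below 0.05 (1 at an unadjusted p value below 0.05). Their median log2 fold change was 0.022 (from -0.092 to 0.90), with 5 above 0. No rise of the list was detected at that time point, but a rise of single members is not excluded with 3 libraries per group. At 144 h, 3 rose and 3 fell, which leaves the question open, since reads of metallothionein paralogs can be shared. Activation of the vitamin D receptor was predicted to raise CYP24A1, which changed by -0.79 at 24 h and -0.38 at 144 h. The latter lost its adjusted p value below 0.05 without exposed replicate 1 of 144 h (0.0509, with 0.00279 to 0.0509 over all alternatives), with a log2 fold change of -0.29.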
